# Circ-Tulp4 promotes β-cell adaptation to lipotoxicity by regulating soat1 expression

**DOI:** 10.1530/JME-20-0079

**Published:** 2020-09-11

**Authors:** Liting Wu, Li Xiong, Jin Li, Zishan Peng, Luyao Zhang, Peijie Shi, Yingying Gong, Haipeng Xiao

**Keywords:** type 2 diabetes, circular RNA, β-cell proliferation, β-cell lipotoxicity

## Abstract

This study aimed to identify circular RNAs differentially expressed in the islets of type 2 diabetes (T2DM) models and clarify their roles in the control of β-cell functions. Circular RNAs dysregulated in the islets of diabetic db/db mice were identified by high-throughput RNA sequencing. Then, the expression level of the selected circular RNA circ-Tulp4 was confirmed by real-time PCR in the islets of diabetic models and Min6 cells. MTS, EdU, western blot, flow cytometric analysis, and luciferase assay were performed to investigate the impact of circ-Tulp4 on β-cell functions. This study identified thousands of circular RNAs in mouse pancreatic islets. The circ-Tulp4 level significantly decreased in the diabetic models and altered in the Min6 cells under lipotoxic condition. The modulation of circ-Tulp4 level in Min6 cells regulated cell proliferation. Furthermore, an interaction was demonstrated between circ-Tulp4 and miR-7222-3p, which suppressed the expression of cholesterol esterification-related gene, sterol O-acyltransferase 1 (*SOAT1*). The accumulation of soat1 activated cyclin D1 expression, thus promoting cell cycle progression. These findings showed that circ-Tulp4 regulated β-cell proliferation via miR-7222-3p/soat1/cyclin D1 signaling. Our research suggested that circ-Tulp4 might be a potential therapeutic intervention for T2DM. Besides, soat1 might be important for β-cell adaptation to lipotoxicity.

## Introduction

Pancreatic β cells are specialized insulin-secreting cells responsible for the control of blood glucose levels (Ferrannini & Mari 2004). β-Cell mass reduction and/or dysfunction can lead to hyperglycemia and the development of diabetes (Heit * et al.* 2006). Type 2 diabetes (T2DM) is characterized by insufficient β-cell function under obesity-induced insulin resistance (Kahn *et al.* 2006). In the prediabetic condition, β cells accelerate their proliferation rates to compensate for the β-cell loss caused by apoptosis (Prentki & Nolan 2006, Montanya & Téllez 2009). However, prolonged exposure to high concentrations of glucose and free fatty acids increase β-cell apoptosis and inhibit proliferation, eventually reducing β-cell mass and inducing T2DM manifestation (Busch *et al.* 2005, Prentki & Nolan 2006, Schofield & Sutherland 2012). Therefore, a better understanding of the molecular mechanisms underlying β-cell adaptation is vital for designing new therapeutics for T2DM.

Previous transcriptome analyses have unveiled that a large number of non-coding RNAs are expressed in β cells (Nesca * et al.* 2013, Motterle * et al.* 2017, Stoll *et al.* 2018, Xiong * et al.* 2020). Available evidence indicates that small RNAs (miRNA) and long non-coding RNAs play key roles in regulating β-cell functions (Guay *et al.* 2012, Nesca *et al.* 2013, Motterle *et al.* 2017). However, experimental data linking circular RNAs (circRNAs) to β-cell functions are limited.

Recently, the advancement of biotechnology has increased the understanding of the expression and function of circRNAs (Suzuki *et al.* 2006, You *et al.* 2015, Xu *et al.* 2017). circRNAs contain mainly exonic sequences, which are back-spliced by spliceosome mediation (Barrett *et al.* 2015, Starke *et al.* 2015). Because of the circular secondary structure, circRNAs are more stable than linear transcripts (Suzuki *et al.* 2006). Furthermore, the expression of circRNAs generally exhibits cell-type and tissue-specific patterns (Salzman *et al.* 2013, Enuka *et al.* 2016). circRNAs have been frequently reported to participate in diverse gene-regulatory mechanisms, and their dysregulations have been implicated in health and disease (Zhang *et al.* 2013, 2018*b*, Du *et al.* 2016, 2017). In diabetes, circHIPK3 and CDR1as have been shown to regulate β-cell proliferation and insulin secretion in mouse islets by sponging multiple miRNA and modulating the activity of miRNA on other target genes (Xu *et al.* 2015, Stoll *et al.* 2018). However, the functional characterization of most discovered circRNAs in β cells remains to be elucidated.

In this study, whole transcriptome sequencing was used to explore the global variations in islet transcriptomes in db/db diabetic mice and db/m healthy control mice. Hundreds of circRNAs displayed expression changes, and circ-Tulp4 showed significant downregulation in diabetic mouse islets and Min6 cell lines under lipotoxic condition. Further experiments indicated that modulating the expression of circ-Tulp4 in Min6 cells desensitized β cells to lipotoxicity. This study proved that circ-Tulp4 promoted β-cell function by sponging miR-7222-3p and regulating the expression of cholesterol esterification-related gene, sterol O-acyltransferase 1 (*SOAT1*) and cyclin D1 signaling.

## Materials and methods

### Animal experiments

Animal experiments were conducted following relevant Chinese institutional laws and guidelines and were approved by the local ethics committee of Sun Yat-sen University. All mice were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China).

Five-week-old male db/db diabetic mice (BKS.Cg-Dock7m+/+Leprdb/Nju) and age-matched non-diabetic male littermate db/m mice were placed on a normal diet. After 5 weeks, they were sacrificed for islets isolation. Five-week-old male C57BL/6J mice were placed on a normal control diet (NFD) (D12450J, Research Diets, New Brunswick, NJ, USA) or high-fat diet (HFD) (D12492, Research Diets) for 8 months until they were sacrificed for islets isolation.

The mice were killed with phenobarbital sodium (40 mg/100 g body weight) and 3 mL of PBS containing 0.4 mg/mL collagenase P (Roche) was immediately injected into the bile duct. Islets were isolated by collagenase digestion followed by purification on Histopaque (Sigma Aldrich) density gradient and used directly for RNA extraction.

### Culture and treatment of cells

Min6 cells, obtained from the American Type Culture Collection (ATCC), were cultured in a mixture containing DMEM, 15 (v/v) fetal bovine serum (FBS), 100 mg/mL streptomycin, 100 U/mL penicillin, and 5 μL/L β-mercaptoethanol. HEK293 cells were obtained from ATCC and cultured in DMEM supplemented with 10 (v/v) FBS. Passage numbers of Min6 cells used for experiments were 5–20, while HEK 293 cells were 3–5.

For palmitate acid (PA) treatment, 0.5 mmol PA (Sigma) was dissolved in 5 (w/v) BSA (5 mL) and 0.1M NaOH (5 mL) to make a stock solution (50 mM). The lipotoxic condition was induced with PA (0.5 mM) for 24 h. The control cells were exposed to 0.1 (w/v) BSA at the same time.

For cytokine treatment, Min6 cells were exposed to cytokine cocktails consisting of IL-1β, TNF-α, and IFN-γ for 24 h (Sino Biological, China); cytokine cocktail 1 consists of IL-1β (5 ng/mL), TNF-α (25 ng/mL) and IFN-γ (25 ng/mL); cytokine cocktail 2 consists of IL-1β (1 ng/mL), TNF-α (20 ng/mL) and IFN-γ (20 ng/mL). The culture medium treated cells were used as control.

### Whole-transcriptome sequencing

The Hiseq Sequencer platform was used for whole-transcriptome sequencing. The library for sequencing was constructed by removing rRNA from the total RNA of six samples (3 db/m and 3 db/db mice). Clean reads were obtained by filtering the adaptor sequences, N bases, and low-quality reads. Then, the reads were mapped to the *Musmusculus* genome (Build version mm10) using the TopHat program (V2.0.14). The DESeq algorithm was employed to analyze differential expressed genes (Anders & Huber 2010). The ACFS circRNA prediction pipeline was used for circRNA identification (You & Conrad 2016). The Gene Ontology and pathway analysis were performed to elucidate biological implications and significant pathways of differentially expressed genes (Ashburner *et al.* 2000, Draghici *et al.* 2007). The miRanda tool and RNAhybrid algorithm were used for discovering competing endogenous RNA (ceRNA) relation (Grimson *et al.* 2007, Friedman *et al.* 2009, Garcia *et al.* 2011). Sequence data is available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138096.

### Modulation of gene levels in Min6 cells

Transfection of microRNA mimics or inhibitors (RiboBio) or siRNAs (RiboBio) to Min6 cells was achieved using the Lipofectamine 3000 reagent (Invitrogen) according to the manufacturer’s protocols. The final concentration was 50 nM. Two siRNAs were used simultaneously to avoid off-target effects. The genes were overexpressed via infection with purified Adeno-associated virus (AAV) in the culture medium. The sequence fragment of circRNA or mRNA was amplified, sequenced, and inserted into AAV pK4ssAAV-GFP plasmids to construct the overexpression vectors (Geneseed). The cells were cultured for 48 h post-gene modulation and processed for subsequent experiments.

### Western blot analysis

Western blot analysis was performed according to a method described in a previous study (Nesca *et al.* 2013). The membranes were incubated with appropriate diluted primary antibodies overnight and secondary antibodies. The bands were visualized using a chemiluminescent substrate (Invitrogen), and the intensities were quantified using the ImageJ software.

Primary antibodies targeting ki67 (cat# 2586 Cell Signaling Technology), cleaved caspase-3 (cat# 9661S Cell Signaling Technology), soat1 (cat# PA5-76906 Invitrogen), cyclin D1 (cat# ab.134175 Abcam), β-actin (cat# 4967 Cell Signaling Technology), β-tubulin (cat# 2128 Cell Signaling Technology) were used in this study.

### Measurement of insulin secretion

Glucose-stimulated insulin secretion (GSIS) assay was performed as previously described (Xiong *et al.* 2020). To normalize the amount of secreted insulin, the cell number was recalculated, and the insulin secretion was expressed as the concentration of insulin (ng/mL) secreted per 5 × 10^4^ cells.

### Data statistical analysis

All experiments were repeated at least three times. The results were expressed as either individual data points or mean ± s.e.m. unless otherwise indicated. The data were compared using the Student’s *t-*test between two groups or ANOVA for more than two groups, followed by Dunnett’s multiple comparisons. A *P* value < 0.05 was considered statistically significant, which was indicated in the figures.

Methods are shown in the Supplementary Materials and methods (see section on supplementary materials given at the end of this article) in detail.

## Results

### RNA-seq analysis of islet circRNAs and mRNA profiling in db/db mice

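Whole-transcriptome libraries were made from the rRNA-depleted total RNA of islets of 3 db/db mice and 3 db/m mice, all male and 10 weeks old. The db/db mice lack a working leptin receptor and become obese and diabetic, and the db/m littermates served as healthy controls. The paper's methods give the BKS strain for these mice, whereas the labels of the deposited samples give C57BL/6 and name the genotype of the db/m mice wild type. The authors mapped the reads to the mouse genome build mm10 with TopHat and deposited the raw number of reads on each of 44713 genes, without normalization, for each mouse. Between 15641797 and 20614531 reads per mouse were counted on genes, with a median of 16854115 in db/db mice and 16150074 in db/m mice. The smallest expression level that a library could show, taken as 3 counts, lay between 0.146 and 0.192 CPM (counts relative to library size). The counts were normalized by the TMM method of edgeR and the groups were compared with its quasi-likelihood test. The default filter of edgeR on low counts left 12760 genes, and p-values were adjusted over these genes by the Benjamini-Hochberg method. The biological coefficient of variation common to all genes was 0.355. The mice carry replicate numbers in the labels, and nothing states that mice with the same number were paired. Across genes, which are not independent replicates, the deviations of same-numbered mice from their group means had a mean correlation of -0.33. The mean of 0.16 for mice with different numbers is no separate comparison, because deviations from a group mean cancel out within the group. Pairing was left open, and values from a model with the replicate number as a block are given for some of the counts, list tests and single genes.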

To investigate the involvement of circRNAs in the regulation of β-cell dysfunction and the development of T2DM, the transcriptomes of isolated islets were compared using the Hiseq Sequencer platform. The characteristics of the animal models used in this study were presented in Supplementary Fig. 1. Differentially expressed circRNAs were identified by comparing db/db and db/m samples (10-week-old). The analysis detected about 5000 circRNAs expressed in mouse pancreatic islets, of which 346 circRNAs exhibited significant differences in expression, and 14 showed a significant difference with a fold change ≥ 1.5. In detail, eight genes were upregulated, whereas six downregulated. The 14 dysregulated circRNAs were plotted in Fig. 1A, B, and C. The chromosomal location and the fold changes of these circRNAs were shown in Supplementary Table 2. The expression of these circRNAs in primary islets were validated using specific divergent primers and Sanger sequencing. These results suggested that circRNAs were abundantly expressed in pancreatic islets, and various circRNA levels were dysregulated in diabetic mice models. Besides, the mRNA expression levels were compared, and the gene sets associated with cholesterol esterification were found to be the most significantly dysregulated (Fig. 1D, E and F). This suggested that cholesterol esterification might be important for β-cell functions under diabetic condition. However, the function of dysregulated circRNAs in β cells and its relationship with cholesterol esterification-related genes remained unknown.

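A list of genes for cholesterol esterification, written before the data were examined, was compared with the genes that had an unadjusted p under 0.05 between db/db and db/m islets. No GO annotation was at hand, so that the list stands in for the GO terms. Of its 5 tested genes, 3 had an unadjusted p under 0.05, against 0.746 from the share among the other tested genes (one-sided Fisher's exact test, p = 0.0262). Adjusted over the 18 lists compared, this p was 0.157. The 3 genes were Soat1 and Stard4, which were lower in db/db islets, and Lcat, which was higher. Lcat, on chromosome 8 of GRCm38 from 105939551 to 105943402, is overlapped by Gm16156 on the other strand. Its expression level was 35.2 ± 15.9 CPM (SD, n = 3) in db/db mice and 6.87 ± 3.74 (SD, n = 3) in db/m mice, a log2 fold change of 2.36 (standard error 0.47, adjusted p = 0.0654 from edgeR). Stard4, on chromosome 18 from 33199138 to 33213862, had 0.784 ± 0.854 CPM (SD, n = 3) in db/db mice and 3.60 ± 2.35 (SD, n = 3) in db/m mice. Its log2 fold change was -2.16 (standard error 0.82, adjusted p = 0.265 from edgeR). None of the 5 genes had an adjusted p under 0.05. With every gene that had at least 1 count tested, the filter that moved the comparison most, 6 of 8 genes of the list had an unadjusted p under 0.05 (one-sided Fisher's exact test, p = 7.9e-05). With the replicate number as a block the count was 3 of 5 genes (one-sided Fisher's exact test, p = 0.00601). With the acinar marker score as a covariate it was 2 of 5 genes (one-sided Fisher's exact test, p = 0.0957). Of the 3 genes named above, Lcat alone kept an unadjusted p under 0.05 in this setting (0.0107 from edgeR). The unadjusted p was 0.101 for Soat1 and 0.312 for Stard4, so the other gene called was not among the 3. With library size in place of TMM normalization the count was 3 of 5 genes, with p = 0.0514 by the same exact test. The list had the 3rd smallest p of the 18 lists. The lists with smaller p-values were β-cell genes, with 16 of 19 genes at an unadjusted p under 0.05 (p = 3.6e-11, one-sided Fisher's exact test), and immediate-early genes, which respond rapidly to stimulation, with 17 of 23 (p = 3.5e-10, one-sided Fisher's exact test). These exact tests count the genes of a list as independent. The estimated correlation between genes was 0.698 for β-cell genes, 0.512 for immediate-early genes and -0.059 for the cholesterol esterification list. The p-values of β-cell and immediate-early genes may therefore be too small. From the ranking of its GO terms (Fig. 1E and F), the paper proposes that cholesterol esterification might be important for β-cell functions under diabetic condition.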

**Figure 1:**
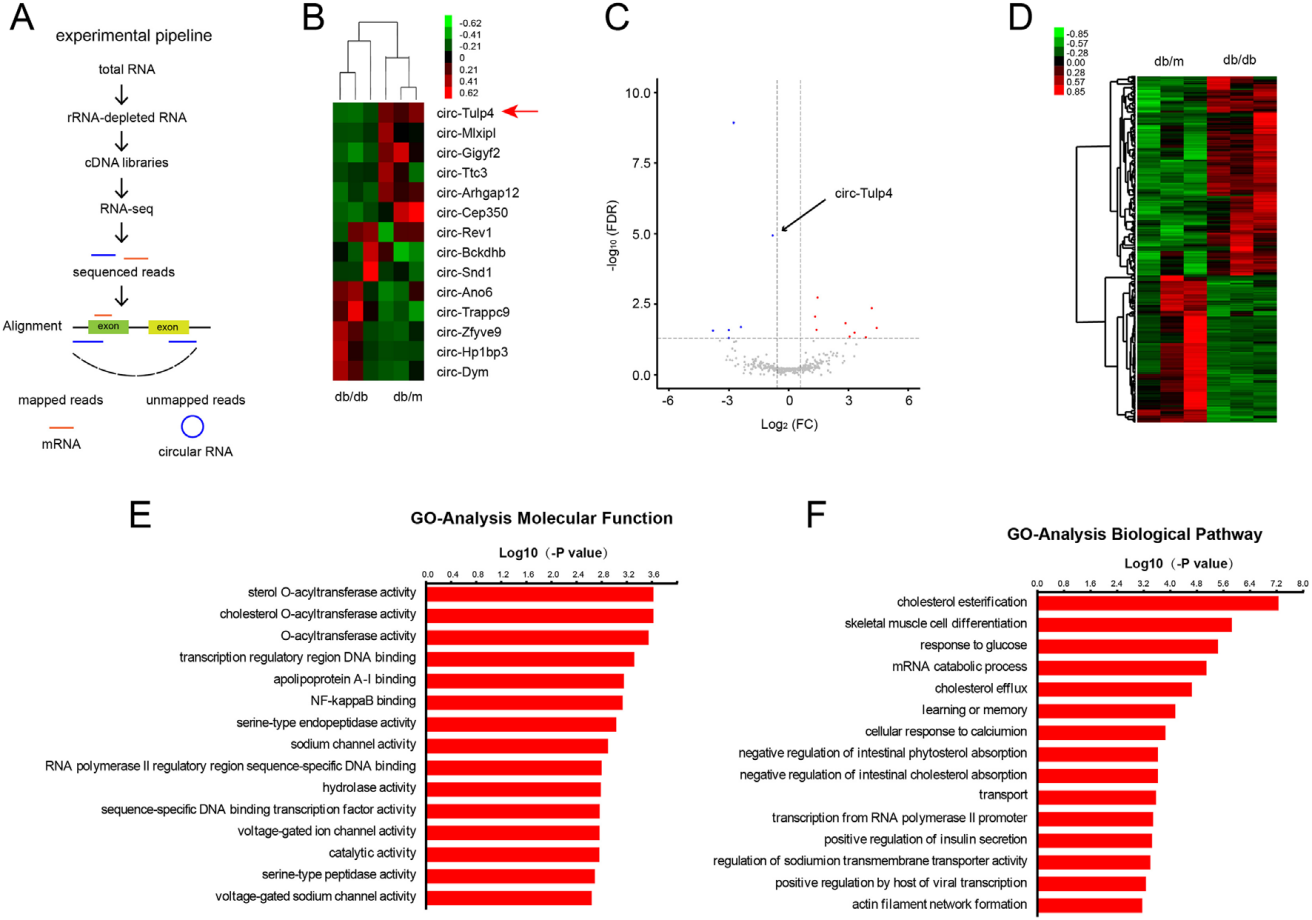
RNA-seq analysis of circRNA and mRNA expression patterns in islets of three db/db and three db/m mice. (A) RNA-seq experiment pipeline. (B) Clustered heat map of the differentially expressed circRNAs with a fold change of more than 1.5, which displayed on a scale from green (low) to red (high). (C) Volcano plot showing circular RNA log_2_ fold changes (FC) (on the X*-*axis) and the corresponding tempered log_10_ FDR values (on the Y*-*axis). (D) Profile of upregulated and downregulated mRNAs. Green indicated low expression and red high expression. The top 15 involved molecular functions (E) and biological pathways (F) in dysregulated mRNAs analyzed by gene ontology (GO).

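Between db/db and db/m islets, 79 of the tested genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 17 were higher and 62 lower in db/db islets, and all 79 had a fold change of at least 1.5. At an unadjusted p under 0.05 there were 1905 genes, of which 643 were higher and 1262 lower. The expression levels of db/db and db/m mice did not overlap for 2691 genes, 21.1% of those tested against 10% by chance, and the 79 genes were among them. With every gene that had at least 1 count tested, the alternative that moved the count most, 888 genes had an adjusted p under 0.05. DESeq2, a successor of the program used in the paper, gave 680 genes. With the replicate number as a block the count was 16 genes, 4 higher and 12 lower. Among genes with a mean of 1 CPM or more and groups that did not overlap, the 5 higher genes with the smallest p were Gm10334, Gm5771, Gm2663, Naip6 and Abcg8. The first 3 lie in the trypsinogen cluster of chromosome 6 and share at least 55.4% of their 50-base stretches with other genes of the cluster. Gm10334 had 659 ± 176 CPM (SD, n = 3) in db/db mice and 3.49 ± 0.982 (SD, n = 3) in db/m mice, a log2 fold change of 7.57 (standard error 0.43, adjusted p = 2.8e-04 from edgeR). Log2 fold changes were 6.04 for Gm5771 and 4.15 for Gm2663. Naip6, which shares 21.5% of its 50-base stretches with other Naip genes, had 51, 68 and 54 counts in the db/db mice and 0 counts in each db/m mouse, and was at least 26.4-fold higher in db/db islets (adjusted p = 0.00879 from edgeR, and 0.0784 with the replicate number as a block). The 5 lower genes with the smallest p were Gm16486, Fosb, Fos, Egr1 and Atf3, with log2 fold changes of -6.19, -5.54, -4.46, -3.89 and -4.93. Fos had 10.2 ± 3.38 CPM (SD, n = 3) in db/db mice and 224 ± 63.5 (SD, n = 3) in db/m mice. Of the 30 tested genes that the paper names or that host the 14 circRNAs, 5 had an unadjusted p under 0.05. Scd1 passed the threshold over all tested genes, with a log2 fold change of 1.74 (standard error 0.26, adjusted p = 0.0246 from edgeR), but not with the replicate number as a block (adjusted p = 0.147 from edgeR, with a range of 4.5e-08 to 0.171 over the alternatives). Adjusted over these genes alone, Scd1, Ins1 and Mlxipl passed the threshold, with log2 fold changes of -2.88 for Ins1 and -1.95 for Mlxipl, against 1 gene with the replicate number as a block.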

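All tested genes, without a threshold, were also compared by the camera test of limma, which asks whether the genes of a list rank higher or lower than the others. By this test 4 of the 18 lists had an adjusted p under 0.05, and the same number with the replicate number as a block. Immediate-early genes (median log2 fold change -2.33, adjusted p = 1.4e-18) and β-cell genes (-2.35, adjusted p = 3.4e-13) were lower in db/db islets. Acinar genes (0.70, adjusted p = 1.7e-09) and stromal genes (0.96, adjusted p = 0.00957) were higher. The cholesterol esterification list was in place 13 of 18 (adjusted p = 0.664 from limma's camera test). These values rest on the default correlation of 0.01 between the genes of a list. With the correlation estimated from the data, 0 lists had an adjusted p under 0.05. Of 804 Reactome pathways, 50 had an adjusted p under 0.05, 33 of them higher and 17 lower in db/db islets, against 49 with the replicate number as a block and 0 with the estimated correlation. Activation of Matrix Metalloproteinases had the smallest p, and Cholesterol biosynthesis was in place 281 (adjusted p = 0.642). Which genes gave the first pathway its place was not examined, so a part of acinar or trypsinogen genes in it was not excluded. For the cholesterol efflux and absorption terms of Fig. 1F, a list of 14 tested genes held 5 with an unadjusted p under 0.05 (one-sided Fisher's exact test, p = 0.0458, adjusted p = 0.206 over the 18 lists). With the replicate number as a block the p of this exact test was 0.00544. With a fold change of at least 1.5 required as well, 4 genes remained by count and the p of the exact test was 0.130. Soat1 was lower in db/db islets, and Abcg5, Abcg8, Scarb1 and Nr1h2 were higher. Abcg8 and Abcg5 overlap on opposite strands of chromosome 17, from 84676302 to 84700333 and from 84658174 to 84683011. Abcg8 had 11.9 ± 2.21 CPM (SD, n = 3) in db/db mice and 1.69 ± 0.559 (SD, n = 3) in db/m mice, a log2 fold change of 2.83 (standard error 0.33, adjusted p = 0.0103 from edgeR). The log2 fold change of Abcg5 was 3.01 (standard error 0.52, adjusted p = 0.0453 from edgeR), and its adjusted p was 0.122 with the replicate number as a block, in a range of 4.2e-06 to 0.223 over the alternatives. Scarb1 had a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.120 from edgeR). Nr1h2 had a log2 fold change of 0.55 (standard error 0.20, adjusted p = 0.253 from edgeR), which became -0.03 with library size in place of TMM normalization, a setting that lowered the median of all genes by a similar amount.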

### Circ-Tulp4 was highly expressed in mice pancreatic islets and affected by the lipotoxic condition

Next, circ-Tulp4 was chosen for its displaying the largest number of reads in Supplementary Table 2, with 150.87 normalized reads and the expression decreased by 1.76-fold in the db/db mice. The genomic structure of circ-Tulp4 was shown in Fig. 2A; it comprised an exonic sequence of 1945 bp with high conservation across species (using MUSCLE tools shown in the Supplementary Materials and methods). 

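The exon of circ-Tulp4 lies on chromosome 17 of GRCm38 from 6137211 to 6139156, on the forward strand within Tulp4, which spans 6106253 to 6240637. It is annotated as exon 2 or 3 in 10 predicted RefSeq transcripts of Tulp4 and holds 1946 bases counted with both ends, with a GC content of 43.5%. The coding sequence of Tulp4 starts at 6138905, so that 1694 bases of the exon are 5′ UTR and 252 bases are coding. The exon starts with AGTTGTAAGAGT and ends with CACAACAGTGAG, and joining its ends gives CACAACAGTGAGAGTTGTAAGAGT across the splice junction. The deposited counts are given per gene and do not part circular from linear transcripts of Tulp4. Tulp4 had 3.59 ± 1.07 CPM (SD, n = 3) in db/db mice and 2.64 ± 0.365 (SD, n = 3) in db/m mice. Its log2 fold change was 0.44 (standard error 0.35, adjusted p = 0.589 from edgeR), 0.42 with the replicate number as a block, and -0.17 with library size in place of TMM normalization, a setting that lowered the median of all genes by a similar amount. The levels of the groups overlapped (two-sided exact permutation test, p = 0.2, where the smallest p possible is 0.1). Between 44 and 63 reads per mouse were counted on Tulp4, and other genes overlap it on both strands.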

We confirmed that levels of circ-Tulp4 were decreased in islets of db/db mice and HFD C57BL/6J mice (Fig. 2B and C). Localization in β cells was evaluated by *in situ* hybridization with probes covering the junction site of circ-Tulp4 (Fig. 2D).

**Figure 2:**
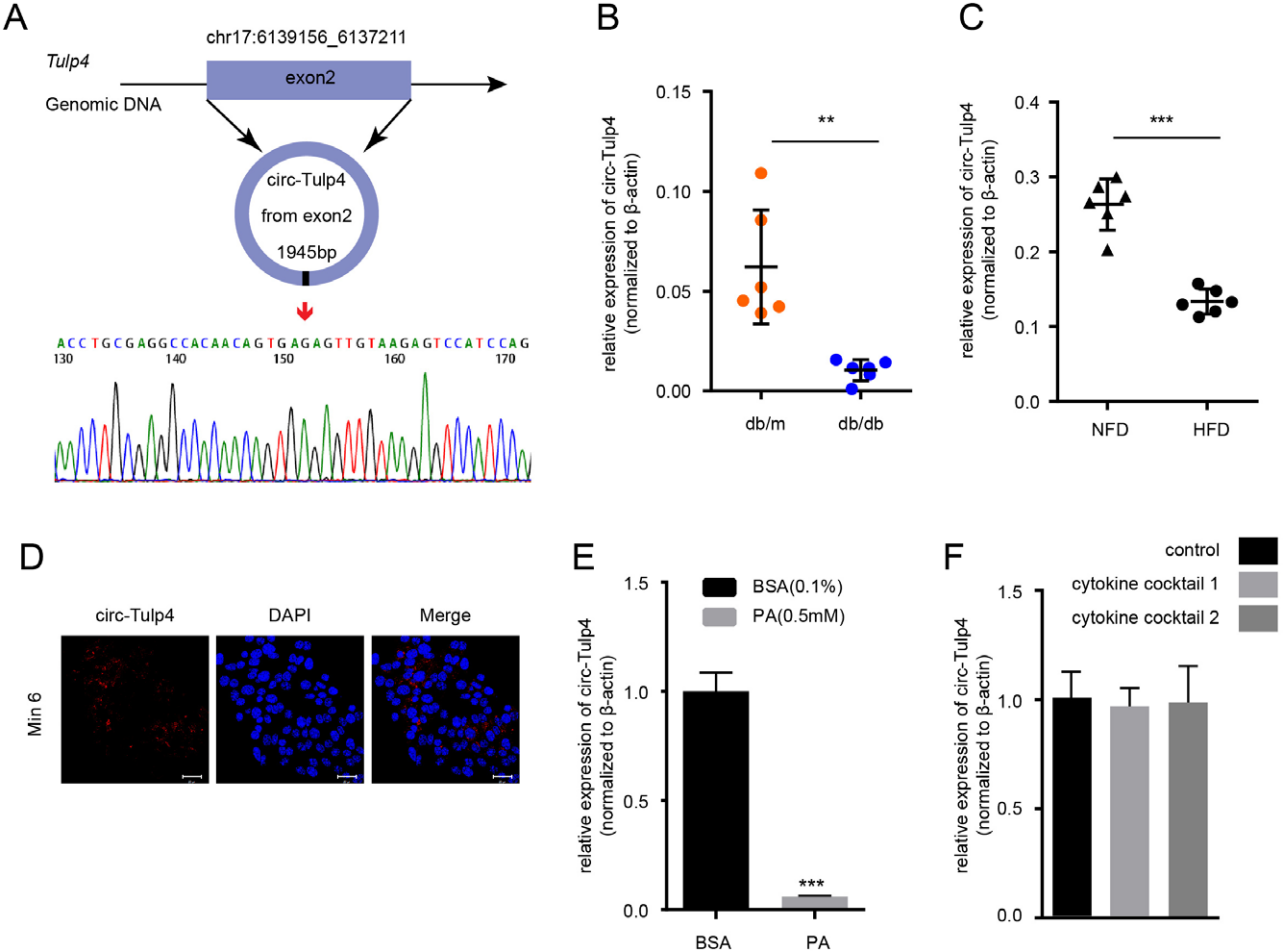
Expression of circ-Tulp4 decreased in islets of db/db mice and Min6 cells exposed to PA. (A) Schematic representation of circ-Tulp4 formation; the splice junction sequence was Sanger sequenced using cDNA samples from PCR. Expression level of circ-Tulp4 was detected by qRT-PCR in islets of db/db and db/m mice (B), or in C57BL/6J mice on a normal control (NFD) or high-fat diet (HFD) (C) (*n* = 6, respectively). **P < 0.01; ***P < 0.001 vs indicated groups. β-actin served as an internal control. (D) *In situ* hybridization (FISH) was used to determine the localization of circ-Tulp4 in Min6 cells. Expression level of circ-Tulp4 in Min6 cells exposed to PA (E) or cytokine cocktails (F). ***P < 0.001 vs the control group. The concentration of cytokine cocktails was depicted in detail in the Supplementary Materials and methods (see section on supplementary materials given at the end of this article) in detail.

The expression level in β cells exposed to elevated concentrations of non-esterified fatty acid (NEFA) was tested to determine whether lipotoxic condition contributed to the expression changes of circ-Tulp4 detected in diabetic mice. The exposure of Min6 cells to palmitate acid (PA) (0.5 mM) resulted in significantly lower expression levels of circ-Tulp4 (Fig. 2E). However, the circ-Tulp4 level was not significantly affected in Min6 cells treated with diabetes-associated cytokine cocktails (Fig. 2F). Thus, the analysis revealed that circ-Tulp4 was regulated by NEFA in Min6 cells, suggesting that the low expression of circ-Tulp4 might be related to β-cell lipotoxicity and the development of T2DM.

### Circ-Tulp4 maintained β-cell function under lipotoxic conditions

Circ-Tulp4 expression was modulated to establish the biological role in β cells. Two siRNAs or a negative control sequence (siRNA-NC) was transiently transfected into Min6 cells, and the effect of siRNA-mediated knockdown of circ-Tulp4 was assessed after 48 h. As expected, the treatment effectively silenced the circular transcripts for approximately 50% reduction, whereas it did not affect the expression of linear mRNAs (Fig. 3A, B and C). A subsequent MTS assay showed that cell survival significantly reduced in the circ-Tulp4 siRNA-treated group under lipotoxic condition, whereas no obvious difference was observed by downregulating circ-Tulp4 alone (Fig. 3D and Supplementary Fig. 2A, B, C). The cell proliferation rate consistently diminished by EdU assays (Fig. 3G, H, J, Kand Supplementary Fig. 2D, E); so was the proliferation-related protein level of ki67 (Fig. 3E, F and Supplementary Fig. 2F). Additionally, defective GSIS was observed after knocking down circ-Tulp4 under lipotoxic condition (Fig. 3I and L). In contrast, circ-Tulp4 silencing did not affect the apoptosis of Min6 cells (Supplementary Fig. 2I and L) or alter insulin biosynthesis (Supplementary Fig. 2G and H). Hence, the silencing of circ-Tulp4 negatively affected the β-cell function.

**Figure 3:**
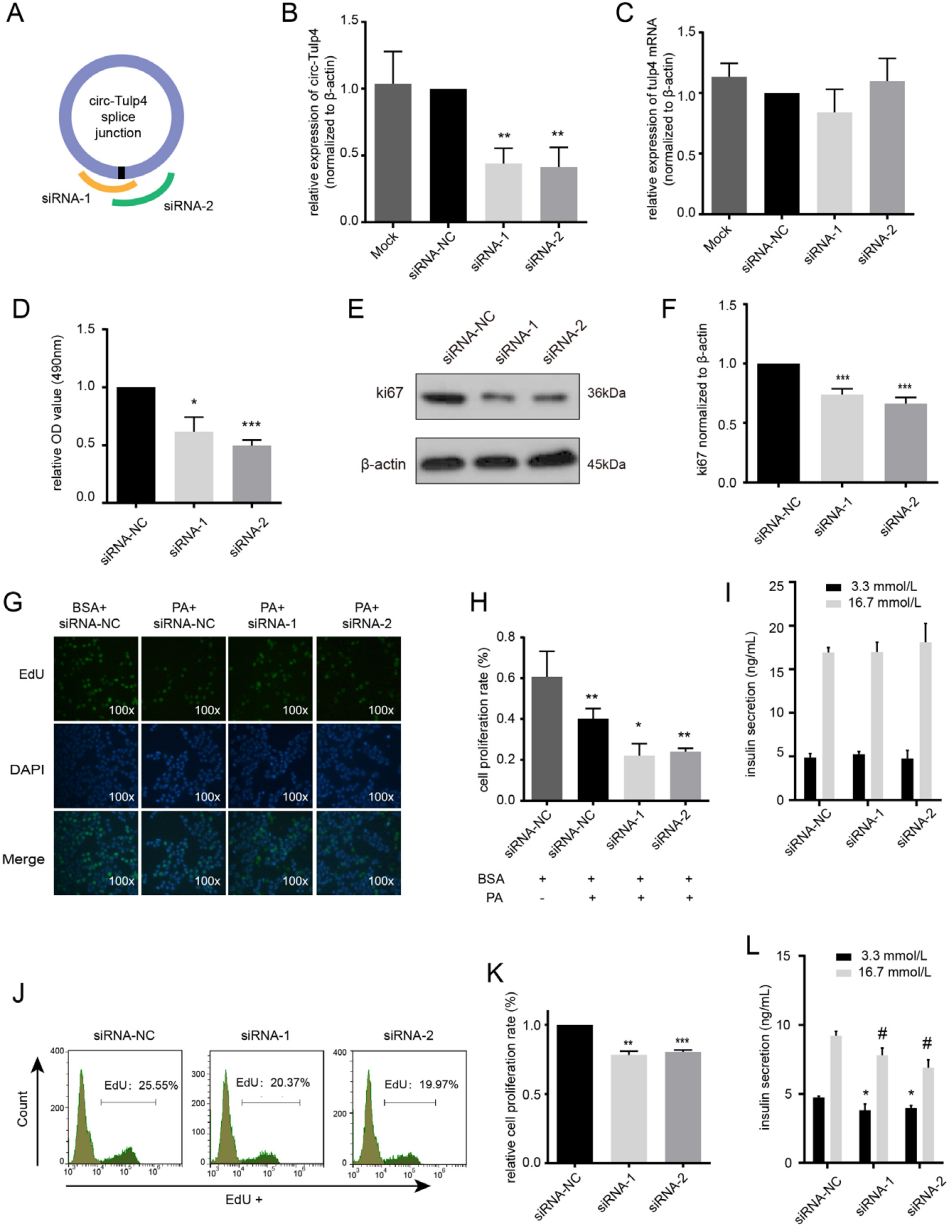
Downregulation of circ-Tulp4 inhibited β-cell function in the presence of PA. (A) Schematic representation of designed siRNAs for circ-Tulp4 at splice junction. Expression of circ-Tulp4 (B) and tulp4 mRNA (C) were detected by qRT-PCR in siRNA-1, siRNA-2, or mock-transfected Min6 cells. (D) The Min6 cells were transfected with circ-Tulp4 siRNA-1 or siRNA-2 for 48 h, followed by PA (0.5 mM) treatment for 24 h. Cell proliferation ability was detected by MTS. Western blot assays were used to analyze the expression level of ki67 in transfected cells (E and F). To assess the cell proliferation rate, EdU incorporation was detected by microscope (G and H) or flow cytometry (J and K). Insulin secretion levels of Min6 cells after BSA (I) or PA (L) treatment were analyzed using GSIS assay. Green: EdU-positive staining. Blue: Hoechst 33342 staining of the nuclei. *P < 0.05; **P < 0.01; ***P < 0.001 vs siRNA-NC transfected cells, or solvent (BSA) treated cells, or siRNA-NC transfected cells in 3.3 mmol/L glucose. ^#^P < 0.05 vs siRNA-NC transfected cells in 16.7 mmol/L glucose.

Next, whether the upregulation of circ-Tulp4 level affected β-cell function was also investigated. AAV vector overexpressing circ-Tulp4 could efficiently produce a circular transcript partly resistant to RNase R digestion (Fig. 4A, B and C). As shown in Fig. 4D and  E, PA inhibition of cell survival significantly decreased in Min6 cells with overexpression of circ-Tulp4. These effects were further confirmed with increased cell proliferation rate, as shown in the EdU assays (Fig. 4G and I) and increased protein level of ki67 (Fig. 4F). Additionally, though no obvious change in the mRNA levels of insulin1 (ins1) or insulin2 (ins2) was observed, insulin secretion was notably improved after overexpressing circ-Tulp4 (Fig. 4H, J and Supplementary Fig. 3C). Also, apoptosis rate was unchanged with the overexpression of circ-Tulp4 (Supplementary Fig. 3A and B). In all, the overexpression of circ-Tulp4 alleviates β-cell dysfunction under lipotoxic condition.

**Figure 4:**
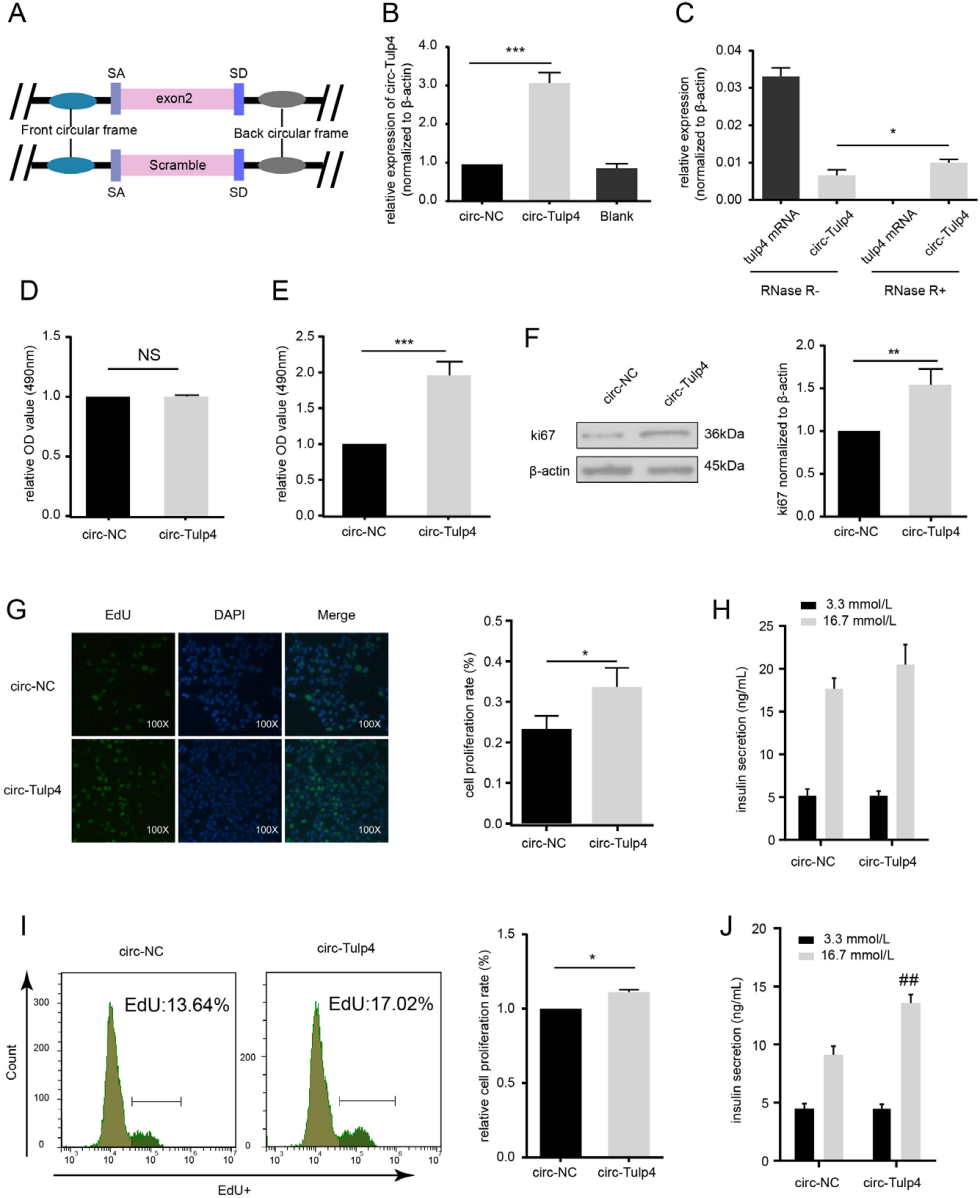
Upregulation of circ-Tulp4 alleviates β-cell dysfunction in the presence of PA. (A) Schematic representation of circ-Tulp4 and NC AAV vector construction. Expression of circ-Tulp4 and tulp4 mRNA was measured by qRT-PCR in the circ-Tulp4 or NC vector-infected Min6 cells (B), with or without RNase R treatment (C). Min6 cells were infected with indicated AAV vectors for 48 h, followed by BSA (D) or PA (E) treatment for 24 h. Cell proliferation ability was detected by MTS. (F) Western blot assays were used to analyze the protein expression level of ki67. To assess the cell proliferation rate, EdU incorporation was detected using a microscope (G) or flow cytometry (I). GSIS assay was used to detect insulin secretion of Min6 cells after BSA (H) or PA (J) treatment. Green: EdU-positive staining. Blue: Hoechst 33342 staining of the nuclei. *P < 0.05; **P < 0.01; ***P < 0.001 vs NC vector infected cells. ^##^*P* < 0.01 vs NC vector infected cells in 16.7 mmol/L glucose.

Altogether, these results showed that circ-Tulp4 played a vital role in regulating β-cell function under the lipotoxic environment, which may be a potential target in treating T2DM.

### Bioinformatics identifies target genes affected by circ-Tulp4 changes

As described in Fig. 1D and F, cholesterol esterification might play an important role in β-cell function under diabetic condition. 

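Soat1 lies on the reverse strand of chromosome 1 of GRCm38 from 156428108 to 156474328 and is overlapped by Gm37648 on the other strand. Its reads numbered 55, 58 and 63 in the db/db mice and 290, 134 and 109 in the db/m mice. The expression level of Soat1 was 4.04 ± 0.503 CPM (SD, n = 3) in db/db mice and 8.12 ± 2.39 (SD, n = 3) in db/m mice. The log2 fold change was -1.01 (standard error 0.30, unadjusted p = 0.0085 and adjusted p = 0.164 from edgeR). Adjusted over the 30 tested genes that the paper names or that host the 14 circRNAs, p was 0.0637. All 3 db/db mice had a lower value than all 3 db/m mice (two-sided exact permutation test, p = 0.1, the smallest p that this design allows). With each mouse left out in turn, the log2 fold change lay between -1.18 and -0.74. With the replicate number as a block it was -0.97 (unadjusted p = 0.0269 from edgeR). With library size in place of TMM normalization, the alternative that moved it most, it was -1.71, where the median of all genes moved to -0.59. With the acinar marker score as a covariate it was -0.68 (unadjusted p = 0.101 from edgeR). The adjusted p lay between 0.0809 and 0.557 in the 16 alternative settings. Soat1 shares 0% of its 50-base stretches with Soat2, whose log2 fold change was 1.39 (standard error 0.73, adjusted p = 0.416 from edgeR) and which was chosen after its values were seen.

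**Figure D1:**
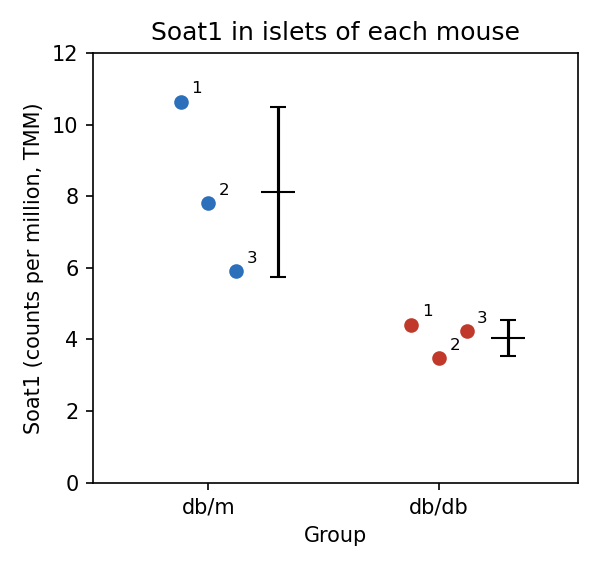
Expression level of Soat1 (CPM, TMM) in the islets of each db/m mouse (blue) and db/db mouse (red), numbered by replicate, with the mean and SD of each group in black (n = 3). The db/db mice lie between 3.47 and 4.42 CPM and the db/m mice between 5.90 and 10.6.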

The biological analysis data showed that the mRNA level of sterol O-acyltransferase 1 (*soat1*), a key enzyme gene in cholesterol esterification, was lower in diabetic mice islets (*P* < 0.05). The expression level of soat1 mRNA was tested to validate the bioinformatics analysis experimentally. The results showed that the expression of soat1 significantly decreased in the db/db mice islets and HFD mice islets (Fig. 5A and B). *In vitro*, the expression of soat1 consistently displayed significantly decreased levels under lipotoxic condition (Fig. 5C). These findings suggested that soat1 might be related to β-cell dysfunction in the development of T2DM. Previous studies demonstrated that soat1 was needed for the cell proliferation and activation of adaptation to pathological concentrations of NEFA (Busch *et al.* 2005, Yue *et al.* 2014, Li *et al.* 2016, Stopsack *et al.* 2017). Hence, the next step was to test the hypothesis of whether soat1 affected β-cell function and whether circ-Tulp4 regulated the expression of soat1.

**Figure 5:**
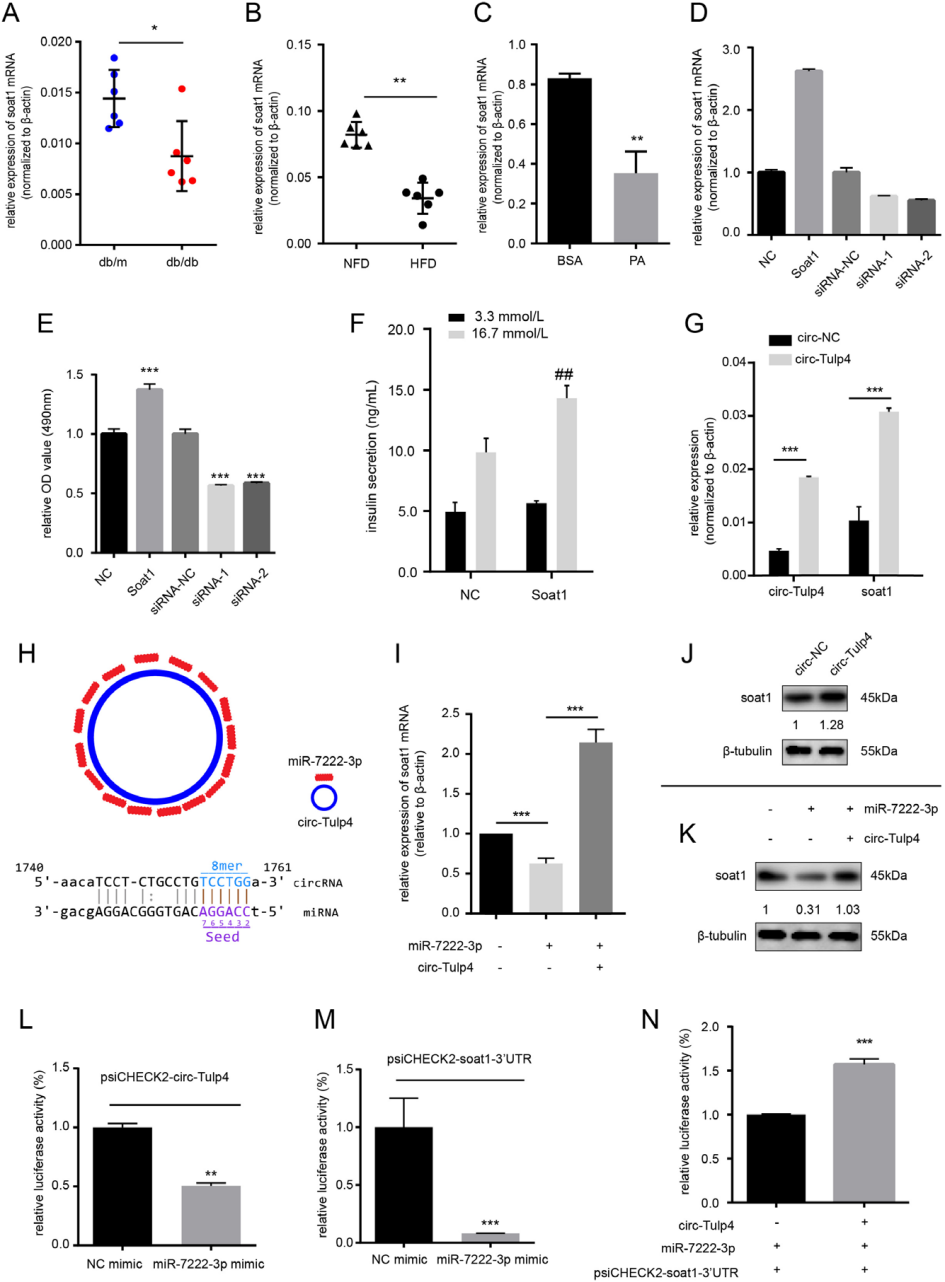
Expression of soat1 was downregulated in diabetic mice islets and Min6 cells exposed to PA, and it was regulated by circ-Tulp4 and miR-7222-3p. Expression level of soat1 in islets of db/db and db/m mice (A), or in C57BL/6J mice on a normal control (NFD) or high-fat diet (HFD) (B) (*n* = 6, respectively). *P < 0.05; **P < 0.01 vs indicated groups. β-actin served as an internal control. (C) Expression level of soat1 in Min6 cells exposed to PA. **P < 0.01 vs the solvent (BSA) control group. Soat1 was knocked down or overexpressed in Min6 cells, followed by PA (0.5 mM) treatment for 24 h (D). Cell proliferation ability was detected by MTS (E). Insulin secretion was detected by GSIS assay after overexpressing soat1. ^##^*P* < 0.01 *vs* NC vector treated cells in 16.7 mmol/L glucose (F). Relative expression of circ-Tulp4 and soat1 mRNA after circ-Tulp4 or NC vector infection (G). The 16 predicted binding sites for miR-7222-3p on circ-Tulp4 (H). Expression level of soat1 mRNA (I) or protein (K) in Min6 cells treated with either miR-7222-3p mimic or co-treated with miR-7222-3p mimic and circ-Tulp4 vector (I). Protein level of soat1 in Min6 cells after circ-Tulp4 vector infection (J). Dual-luciferase analysis in HEK293 cells after indicated treatment (L and M). Competitive luciferase analysis in HEK293 cells (N). **P < 0.01; ***P < 0.001 vs the indicated groups.

Our previous data showed that silencing of soat1 impaired β-cell survival under lipotoxic condition, whereas the upregulation of soat1 had the opposite effect (Fig. 5E and Supplementary Fig. 3E, F). Protein level of ki67 was reduced after knocking down soat1 expression under lipotoxic condition (Fig. 6D and Supplementary Fig. 4E). Infecting Min6 cells with soat1 overexpression vector could elevated insulin secretion in 16.7 mmol/L glucose (Fig. 5F). Furthermore, the ectopic expression of circ-Tulp4 significantly promoted soat1 mRNA (Fig. 5G) and protein expression in Min6 cells (Fig. 5J). Hence, soat1 was found to be related to β-cell dysfunction and post-transcriptionally modulated by circ-Tulp4. However, the mechanism remained to be further elucidated.

**Figure 6:**
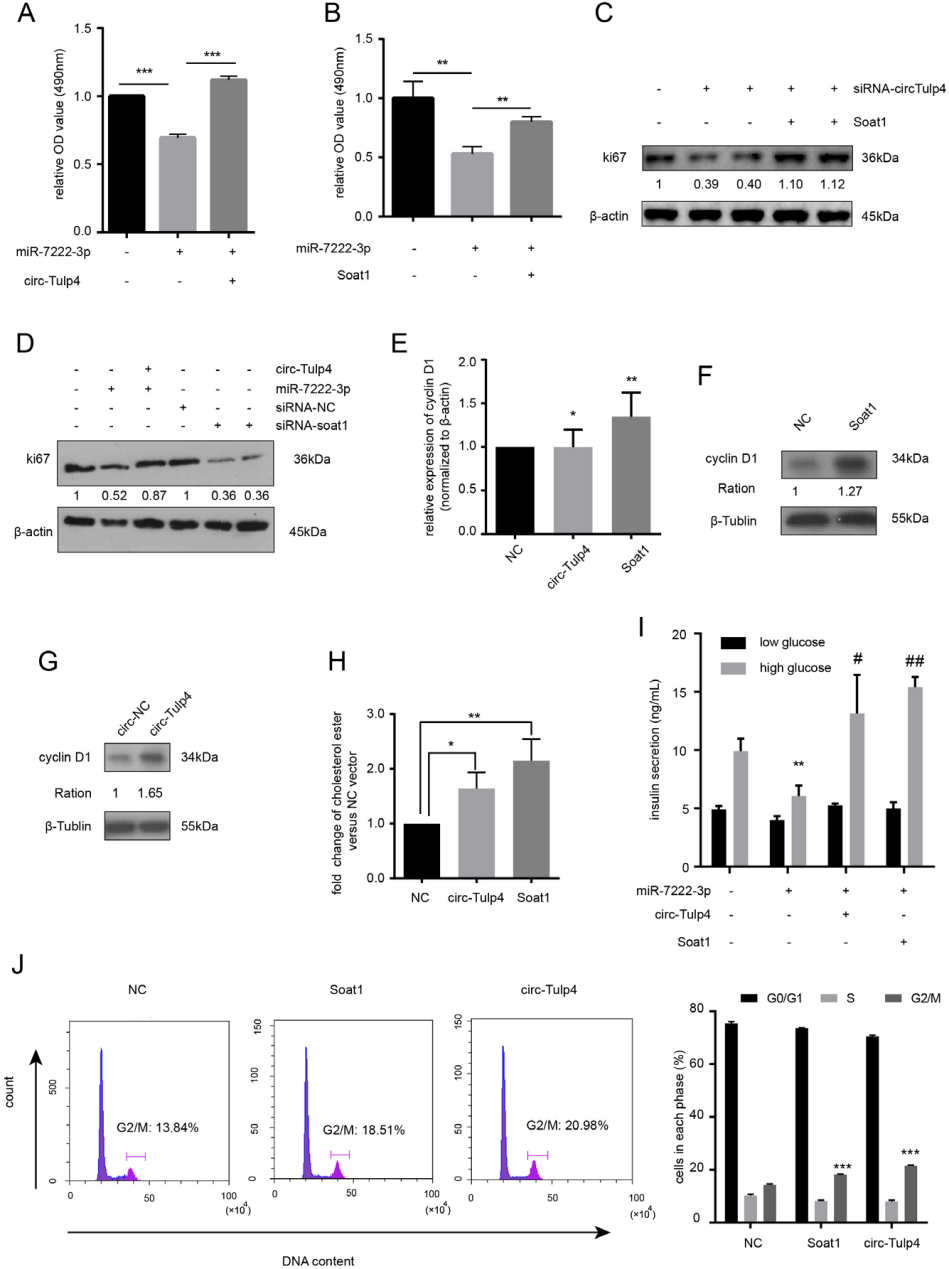
Upregulation of circ-Tulp4 affected the proliferation of β cells by sponging miR-7222-3p and regulating soat1/cyclin D1 signaling. Min6 cells were transfected with miR-7222-3p mimic, or co-treated with circ-Tulp4 vector (A) or Soat1 vector (B) for 48 h, followed by PA (0.5 mM) treatment for 24 h. Cell proliferation ability was detected by MTS. (C) Min6 cells were transfected with siRNA-1 or siRNA-2 for circ-Tulp4, or co-treated with Soat1 vector for 48 h, followed by PA (0.5 mM) treatment for 24 h. Western blot assays were used to analyze the protein expression level of ki67. (D) Min6 cells were transfected with miR-7222-3p mimic, or co-treated with circ-Tulp4 vector for 48 h, followed by PA (0.5 mM) treatment for 24 h. Min6 cells were transfected with siRNA-1 or siRNA-2 for soat1 for 48 h, followed by PA (0.5 mM) treatment for 24 h. Protein expression of ki67 in indicated groups. The expression level of cyclin D1 mRNA (E) or cyclin D1 protein (F and G) in Min6 cells infected with circ-Tulp4 vector or Soat1 vector. Cell cholesterol easter content was examined after overexpressing circ-Tulp4 or Soat1 (H). GISI assay was performed to examine the insulin secretion of Min6 cells transfected with miR-7222-3p mimic, or co-treated with circ-Tulp4 vector or Soat1 vector (I). **P < 0.01 vs the NC treated group in 16.7 mmol/L glucose. ^#^*P* < 0.05; ^##^ *P* < 0.01 vs the miR-7222-3p mimic treated group in 16.7 mmol/L glucose. Cell cycle distribution was investigated by flow cytometry in Min6 cells infected with circ-Tulp4 vector or Soat1 vector (J). *P < 0.05; **P < 0.01; ***P < 0.001 vs the indicated groups.

We postulated that circ-Tulp4 might act as a microRNA sponge to regulate the expression of soat1. To test this speculation, miRanda (http://www.microrna.org/microrna/home.do) and RNAhybrid (http://bibiserv.techfak.uni-bielefeld.de/rnahybrid/) were used to predict candidate miRNA, and miRNA with more than 10 potential binding sites on circ-Tulp4 were selected. Among these, only miR-7222-3p was able to reduce soat1 mRNA (Fig. 5H and  I) and protein (Fig. 5K) expression levels, and the effect could be rescued via co-overexpressing circ-Tulp4 (Supplementary Fig. 3G, H and I). Next, to validate whether miR-7222-3p could interact with circ-Tulp4 and soat1 3’-UTR, a luciferase reporter assay was performed. The reporter construct and miR-7222-3p mimic or NC mimic were co-transfected into the HEK293 cells. The luciferase activity assay showed that miR-7222-3p bound to circ-Tulp4 and soat1 3’-UTR directly (Fig. 5L and M). Moreover, a competitive luciferase assay was performed to test the effect of circ-Tulp4 on miR-7222-3p activity. In the HEK293 cells, the overexpression of circ-Tulp4 blunted the negative effect of miR-7222-3p on the luciferase expression of luciferase reporter containing soat1 3’-UTR, whereas the NC construct did not (Fig. 5N). Taken together, these results demonstrated that circ-Tulp4 functioned as a miR-7222-3p sponge in β cells.

Finally, whether the capacity of circ-Tulp4 to maintain β-cell function under NEFA-induced lipotoxicity depended on miR-7222-3p inhibition was investigated. The overexpression of miR-7222-3p receded cell proliferation, which was enhanced following the co-overexpression of circ-Tulp4 (Fig. 6A and D). As soat1 is the target gene of miR-7222-3p, the present study further revealed that the ectopic expression of miR-7222-3p inhibited the survival of Min6 cells, while the co-overexpression of soat1 re-enhanced cell survival (Fig. 6B). Cells with inhibited circ-Tulp4 expression showed lower ki67 protein levels compared with the control group; while the co-overexpression of soat1 recapitulated the effects of circ-Tulp4 activation (Fig. 6C). On the other hand, no significant differences in cell proliferation were observed under basal condition (Supplementary Fig. 4A, B, C and D). Insulin secretion was significantly decreased after ectopic expression of miR-7222-3p, while improved following the co-expression of circ-Tulp4 or soat1 (Fig. 6I). Besides, the ectopic expression of miR-7222-3p did not affect cell apoptosis either in basal or lipotoxic condition, and co-overexpression of miR-7222-3p and circ-Tulp4 or soat1 also displayed negative results (Supplementary Fig. 4I). These data suggested that the effect of circ-Tulp4 on β-cell function related to an increased expression of soat1 through the inhibition of miR-7222-3p activity under lipotoxic condition.

### Soat1 enhanced cell proliferation through cyclin D1 activation

This study demonstrated that miR-7222-3p suppressed cell survival in the presence of PA, and the upregulation of circ-Tulp4 and soat1 rescued miR-7222-3p inhibition on cell survival. Previous studies indicated that cyclin D1, which positively regulated the cell cycle, was a potential soat1 target (Batetta *et al.* 2003). However, the effect of soat1 upregulation on the cell cycle was still not verified in β cells. As revealed by qRT-PCR and western blot analysis, cyclin D1 mRNA (Fig. 6E) and protein expression levels (Fig. 6F) were modified by the upregulation of soat1. As soat1 was post-transcriptionally regulated by circ-Tulp4, the expression level of cyclin D1 was also increased on the overexpression of circ-Tulp4 (Fig. 6G and H). Under the basal condition, the expression of cyclin D1 was unchanged upon upregulation of circ-Tulp4 or soat1 (Supplementary Fig. 4F, G and H). As shown by flow cytometry assays (Fig. 6J), the increased expression of soat1 displayed beneficial effects on β-cell proliferation, and the overexpression of circ-Tulp4 also increased the percentage of cells in the G2/M phase of the cell cycle, promoting proliferation. The level of cholesterol ester, the product of soat1 catalyzation, was also increased upon upregulation of circ-Tulp4 or soat1 in Min6 cells (Fig. 6H). Hence, the translational upregulation of soat1 and cyclin D1 could explain the phenotypic traits of β cells overexpressing circ-Tulp4.

## Discussion

β-Cell lipotoxicity and progressive dysfunction are predisposing factors for T2DM. Chronic exposure to elevated NEFA is detrimental for β cells, resulting in reduced proliferation and increased apoptosis. A persistent imbalance between excessive β-cell apoptosis and restricted proliferation leads to β-cell mass loss and reduced insulin secretion (Biden *et al.* 2014). Thus, controlling lipid-derived β-cell adaptive transitions is indispensable for maintaining glucose homeostasis. Notwithstanding its importance, β-cell adaptive regulatory networks and molecular mechanisms are still undefined, particularly for circRNAs. This study proved that the high abundance of circ-Tulp4 in β cells inhibited miR-7222-3p mediated suppression of soat1 expression, reinforcing cyclin D1 expression and cell cycle progression, and alleviating β-cell dysfunction under lipotoxic condition.

Recently, a large number of circRNAs have been revealed with novel bioinformatic approaches and been detected in mammalian cells. Nevertheless, only a handful of them is functionally characterized. In this study, more than 5000 circRNAs were detected using RNA sequencing, indicating that circular transcripts were abundant in islets. Among these, 346 displayed dysregulated expression in diabetic mice, and 14 previously annotated circRNAs displayed different expression patterns with more than 1.5-fold change. A similar expression pattern in circ-Arhgap12 was also observed by Stoll *et al.* (2018) previously, analyzing diabetic mice islets circRNAs expression by microarray. Besides, we found that silencing circ-Arhgap12 didn’t affect β-cell proliferation, which was consistent with Stoll’s study (data was not shown) (Stoll *et al.* 2018). In this study, circ-Tulp4 was selected for its upmost number of reads among candidate circRNAs. Both the human circ-Tulp4 and mouse circ-Tulp4 were transcribed from the second exon of TUB like protein 4 (*TULP4*) gene. The sequences of circ-Tulp4 were well conserved between mouse and human, and it was also found expressed in mouse brain (Supplementary Materials and methods) (Rybak-Wolf *et al.* 2015). However, the functional role was not tested before. Here, we found that circ-Tulp4 expression was reduced in diabetic mice islets and Min6 cells exposed to NEFA, reflecting an important role in the regulation of β-cell function. Additionally, we tested the second significantly downregulated gene of circ-Mlxipl. We found that it was also regulated by NEFA (data in submission). The functional role of other differentially expressed circRNAs might affect proliferation, apoptosis, or insulin secretion; however, it remained to be defined.

Previous studies explore the involvement of circRNAs in cell proliferation through various molecular mechanisms (Rybak-Wolf *et al.* 2015). For example, circHIPK3 promoted proliferation of human tumor cells by binding with multiple miRNA, and a research team showed that circ-SHPRH, circ-FBXW7, and circ-PINT suppressed human glioblastoma growth through direct protein translation (Zheng *et al.* 2016, Yang *et al.* 2018, Zhang *et al.* 2018*a*). The studies by Du *et al.* (2016) showed that circFoxo3 might bind and sequester cell cycle-related proteins outside the nucleus to inhibit cell proliferation. Our study demonstrated a new pathway regarding the positive association between cell proliferation and circ-Tulp4 in β cells, which interacted and modulated the activity of miR-7222-3p. Besides, increased insulin secretion was also observed upon overexpression of circ-Tulp4. These data collectively illustrated that circ-Tulp4 was significant in regulating β-cell function, which might be developed as a therapeutic target for T2DM.

Increasing evidence suggested that the function of circRNA is associated with its subcellular compartmentalization. Considering the enrichment of circ-Tulp4 in the cytoplasm, it was speculated that it might act as a sponge by sequestering miRNA to promote the translation of soat1 mRNA. Using bioinformatic approaches, circ-Tulp4 was predicted to target numerous miRNA. Among these, only miR-7222-3p was found to have an impact on the expression of soat1. Previously, miR-7222-3p was found expressed in mouse liver tissues (http://mirtarbase.mbc.nctu.edu.tw/) (Luna *et al.* 2017). Here, we found that miR-7222-3p was enriched in Min6 cells. Besides, since the human circ-Tulp4 was also comprised of exon, we hypothesized that it might also locate in the cytoplasm and could reserve β-cell function through targeting micro RNA. But due to the limited information regarding human β-cell mircoRNA expression (Cebola & Pasquali 2016), the detailed mechanism needs to be further detected. In our study, we found that miR-7222-3p could directly target circ-Tulp4 and repress expression of cholesterol esterification–related gene soat1. So far, these results highlighted some important mechanisms leading to lipotoxicity in β cells with reduced level of circ-Tulp4.

It is reported that the effect of specific fatty acids on β cells is directly related to the degree of their saturation (Janikiewicz *et al.* 2015, Liu *et al.* 2019). According to the Prospective Metabolism and Islet Cell Evaluation (PROMISE) survey, an impaired β-cell function and a higher risk of T2DM were correlated with the serum saturate lipid levels (Johnston *et al.* 2016). Besides, chronic exposure of β cells to unsaturated fatty acids significantly increases β-cell survival (Liu *et al.* 2019). Additionally, ** Busch *et al.* (2005) reported that the level of stearoyl-CoA desaturase (*SCD*), an important gene in the regulation of cholesterol unsaturation, was increased in PA-resistant Min6 cells. The inhibition of SCD reduced β-cell survival under lipotoxic condition. In the present study, gene sets involved in the regulation of cholesterol esterification, a key procedure in cholesterol unsaturation, were the most significantly dysregulated. Moreover, the level of soat1, a key enzyme during cholesterol esterification, was significantly lower in the diabetic mice islets and Min6 cells in the presence of PA. Given these findings, we hypothesized that β-cell failure due to chronic exposure to NEFA could be linked to decreased desaturation of fatty acids, which was achieved by cholesterol esterification.

Exogenous cholesterol spillover has two categories inside cells: cholesterol derivatives such as secondary messengers and toxic fatty acids (Chang *et al.* 2006). Increasing intracellular saturated fatty acids accumulation aggressively impair cell survival, inducing chronic toxicity to cells. Once exogenous cholesterol is incorporated into cholesterol ester (CE), the cells could take advantage of the esterified form to avoid the toxicity of excess saturated cholesterol. Indeed, CE is found to be a strong proliferative factor for cells, including cancer cells, stem cells, and retinal cells (Yue *et al.* 2014, Lee *et al.* 2015, Geng *et al.* 2016, Li *et al.* 2016). CE depletion by abrogating soat1 activity significantly hinders cell growth due to the elevation of saturated cholesterol levels (Buhman *et al.* 2000, Busch *et al.* 2005, Kedi *et al.* 2009, Li *et al.* 2016). Additionally, CE synthesis is essential for adaptation to increased cholesterol metabolic needs and intracellular cholesterol homeostasis (Busch *et al.* 2005, Lee *et al.* 2015). A general decrease in cholesterol esterification, particularly concerning the toxic PA, could impair the function and survival of β cells (Busch *et al.* 2005).

The terminal step of CE synthesis is soat1 catalyzation. Soat1 is ubiquitously expressed in tissues and highly conserved among mammals (Chang *et al.* 2006). The mRNA expression of soat1 is transcriptionally regulated through mechanisms involving extracellular cholesterol overloading and increasing metabolic demands. As mentioned earlier, the overexpression of soat1 promotes cell proliferation, and vice versa (Yue *et al.* 2014, Geng *et al.* 2016, Li *et al.* 2016, Stopsack *et al.* 2017), which might be associated with increasing cyclin D1 expression (Batetta *et al.* 2003). The overexpression of soat1 enhances 7-ketocholesterol (7KCh)-fatty acid ester formation from toxic 7KCh, which significantly protects cells from 7KCh-induced cell death (Lee *et al.* 2015). Our study also proved that the soat1 enhanced β-cell proliferation under PA-induced toxic condition, possibly through regulating cyclin D1 expression. Moreover, the impairment in insulin secretion was improved by upregulating soat1 expression. These findings imply that soat1 plays a key role in the adaptation to saturate fatty acids-induced cell impairment through various mechanisms.

Recently, soat1 is assumed to be a target for developing anti-atherosclerotic drugs. But neither overall nor myeloid-specific *SOAT1^−/−^* knockout mice exhibits a hyperglycemic condition (Lee *et al.* 2015). The reason might be correlated with the complex interactions of various systems in mice models. To understand the functional role of soat1 in β cells, β-cell-specific *SOAT1^−/−^* knockout mice is needed for further study. Besides, it is proposed that soat1 inhibitor could be used for developing anti-tumor drugs. The negative effect of soat1 inhibitors on pancreatic β cells should be noted, especially for patients with hyperlipidemia (Cheng *et al.* 2018). In diabetic mice, soat1 was significantly downregulated in islets. *In vitro*, it was proved that the expression of soat1 was epigenetically regulated by circ-Tulp4 and miR-7222-3p. Besides, CE content was increased in Min6 cells upon upregulation of soat1 or circ-Tulp4. Nevertheless, little is known about the mechanisms that trigger the transition of unsaturated fatty acids in β cells, and whether inhibition of CE storage or synthesis has negative effects on β-cell proliferation needs further confirmation.

Our study improved the understanding of the role of cholesterol esterification in β cells and opened opportunities for treating β-cell lipotoxic impairment. We confirmed that NEFA-induced β-cell impairment triggered the downregulation of circ-Tulp4, and circ-Tulp4 promoted cell function by inducing the expression of soat1 through the inhibition of miR-7222-3p. These results suggested that the upregulation of circ-Tulp4 might be a potential therapeutic intervention for T2DM. Besides, soat1 might be important for maintaining β-cell function under lipotoxic condition.

## Supplementary Material

Supplementary Fig. 1 Determination of body weight, blood glucose, food intake and glucose tolerance in db/db mice and db/m mice (A-D), or in C57BL/6J mice on a normal control or high-fat diet (F-H). Bodyweight (A), food intake (g/day/body weight) (B), and random blood glucose measured using a glucometer (Roche) from 6 to 9 weeks of age (n≥10 in A and C, n=5 in B). D Intraperitoneal glucose tolerance testing at 10 weeks of age. The mice were fasted overnight, and the blood glucose levels were monitored in response to 2 g/kg glucose (n=5). Blood glucose levels at all time points were comparatively high in db/db mice versus db/m mice. Data represent mean ± standard error of the mean. ***, P < 0.001 versus db/m mice. E Representative images of freshly isolated mice islets and insulin staining images. 

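The share of RNA-seq reads on genes for digestive enzymes and other products of pancreatic acinar cells was counted in each library, over the 34 genes in the table from a list of acinar genes written before the data were examined. These genes took 77.8% ± 4.13 (SD, n = 3) of the reads in db/db mice and 67.2% ± 8.89 (SD, n = 3) in db/m mice. In the db/db mice the share was 82.5% (95% Clopper-Pearson interval, 82.5% to 82.6%), 75.2% (75.1% to 75.2%) and 75.6% (75.6% to 75.7%) for replicates 1, 2 and 3. In the db/m mice it was 57.04% (57.02% to 57.07%), 71.0% (71.0% to 71.0%) and 73.6% (73.5% to 73.6%). These intervals cover counting error alone, and a share of reads is not a share of cells. All 3 db/db mice lay above all 3 db/m mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The chymotrypsinogen gene Ctrb1 alone took up to 16.3% of the reads of a library, and 25 genes each took at least 1% of the reads of at least 1 library. Ins1 and Ins2 together took 0.121% (0.120% to 0.123%), 0.502% (0.499% to 0.506%) and 0.407% (0.404% to 0.410%) of the reads in the db/db mice. They took 3.75% (3.74% to 3.76%), 0.605% (0.602% to 0.609%) and 0.649% (0.645% to 0.653%) in the db/m mice (two-sided exact permutation test between the groups, p = 0.1). The acinar marker score, the mean log2(CPM + 1) of the acinar genes, was 12.94 ± 0.46 (SD, n = 3) in db/db mice and 12.05 ± 0.70 (SD, n = 3) in db/m mice, a difference of 0.89 (two-sided exact permutation test, p = 0.2). With library size in place of TMM normalization, the alternative that moved this score most, the difference was 0.32 (two-sided exact permutation test, p = 0.1).

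**Figure D2:**
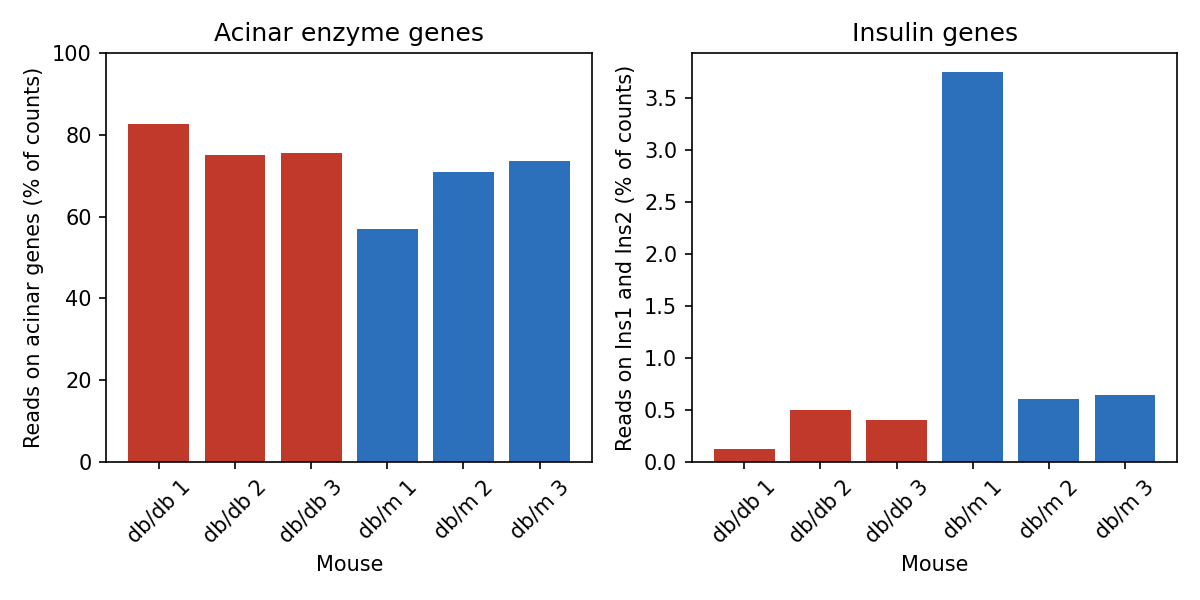
Share of the RNA-seq reads of each mouse on acinar genes (left, percent of counts) and on Ins1 and Ins2 (right, percent of counts), with 1 bar per mouse, db/db in red and db/m in blue. The acinar share lies between 57.04% and 82.5%, and the insulin share between 0.121% and 3.75%.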

Insulin immunofluorescence assay was performed to confirm that the cells used for RNA-seq were acinar-free islets. The results indicated that isolated cells were mostly stained positive. Plots of body weight (F) and fasting blood glucose (G) of C57BL/6J mice over time (n≥10). A plot of time-dependent glucose tolerance curves in 37-week old C57BL/6J mice on a normal control (NFD) or high-fat diet (HFD) (n≥10). Blood glucose levels at all time points were comparatively high in HFD mice versus NFD mice. ***, P < 0.001 versus C57BL/6J mice on a NFD.

Supplementary Fig. 2 Min6 cells were transfected with circ-Tulp4 siRNAs for 24 h (A and C) or 48 h (B), followed by PA (0.5mM) (C) or solvent (BSA) treatment for 24 h (A and B). Cell proliferation ability was detected by MTS under basal condition or lipotoxic condition. To examine cell proliferation under basal condition, EdU assay (D and E) or western blot (F) was performed. Insulin biosynthesis (G-H) and apoptosis (I-L) were not affected by the silencing of circ-Tulp4. The protein expression level of cleaved caspase-3 was analyzed by Western blot under lipotoxic condition. (I and J). Min6 cells stained with Annexin V and propidium iodide (PI) were analyzed by flow cytometry for cell apoptosis assessment under basal (K) or lipotoxic (L) condition. *, P < 0.05 versus indicated groups.

Supplementary Fig. 3 To assess cell apoptosis, Min6 cells stained with Annexin V and propidium iodide (PI) were analyzed by flow cytometry (A-B). Expression of insulin1 mRNA (ins1) or insulin2 mRNA (ins2) was analyzed by qRT-PCR under lipotoxic condition after upregulating circ-Tulp4 (C) or soat1 (D) expression. Cell survival was examined by MTS in the siRNA-soat1 transfected cells (E) or Soat1 vector-infected cells (F) under basal condition. MiR-298-5p, miR-3113-3p, and miR-7222-3p demonstrated a potentially relevant role in regulating the expression of soat1, and verification of these microRNAs expressions in Min6 cells was shown (G). MiR-3113-5p served as a control. Expression level of soat1 in Min6 cells treated with either miR-298-5p mimic or co-treated with miR-298-5p mimic and circ-Tulp4 vector (H). Expression level of soat1 in Min6 cells treated with either miR-3113-3p mimic or co-treated with miR-3113-3p mimic and circ-Tulp4 vector (I). NS, Non-significance of difference. *, P < 0.05; **, P < 0.01 versus the indicated groups.

Supplementary Fig. 4 Min6 cells were transfected with miR-7222-3p mimic, or co-treated with circ-Tulp4 vector (A) or Soat1 vector (B) for 48 h, followed by BSA treatment for 24 h. Cell proliferation ability was detected by MTS. Min6 cells were transfected with miR-7222-3p mimic, or co-treated with circ-Tulp4 vector for 48 h(C); or transfected with siRNA-1 or siRNA-2 for circ-Tulp4, or co-treated with Soat1 vector for 48 h (D); or transfected with siRNA-1 or siRNA-2 for soat1 for 48 h (E), followed by BSA treatment for 24 h. Western blot assays were used to analyze the protein expression level of ki67. The expression level of cyclin D1 mRNA (F and G) or protein (H) in Min6 cells infected with circ-Tulp4 or Soat1 vector was analyzed. For apoptosis assessment, TUNEL staining was performed and TUNEL positive Min6 cells with indicated treatment were counted (I). Scale bar = 50 μm. Non-significant differences were observed in the above groups.

Supplementary Table 1 primers used for qRT-PCR in this study.

Supplementary Materials and methods

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This work was supported by the Department of Finance of Guangdong Province (Grant number: 20160902).

## Data availability statement

The data used to support the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: Circ-Tulp4 promotes β-cell adaptation to lipotoxicity by regulating soat1 expression
**Source:** J Mol Endocrinol. 2020 Sep 11;65(4):149–61. doi: 10.1530/JME-20-0079
**Supplement:** Supplementary Materials and methods

Tools (/Tools/) > Multiple Sequence Alignment (/Tools/msa) > MUSCLE

# Results for job muscle-l20200301-015410-0379-9811389-p2m

CLUSTAL multiple sequence alignment by MUSCLE (3.8)

|                  |                                                               |
|------------------|---------------------------------------------------------------|
| human_circ-Tulp4 | ATTTGTAAGA-----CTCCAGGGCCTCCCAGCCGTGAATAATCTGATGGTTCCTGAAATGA |
| mouse_circ-Tulp4 | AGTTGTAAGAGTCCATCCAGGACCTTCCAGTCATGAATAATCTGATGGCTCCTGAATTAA  |
|                  | * *****           ***** *** ***** * ********** ***** * *      |
| human_circ-Tulp4 | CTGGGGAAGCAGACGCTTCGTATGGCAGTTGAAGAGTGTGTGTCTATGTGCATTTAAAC   |
| mouse_circ-Tulp4 | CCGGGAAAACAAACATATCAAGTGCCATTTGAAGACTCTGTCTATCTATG-----TAAAC  |
|                  | * *** ** ** **   **   ** ** ***** * *** * * * **       *****  |
| human_circ-Tulp4 | CTTCTTTCTGTACTTACA--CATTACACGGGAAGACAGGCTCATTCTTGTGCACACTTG   |
| mouse_circ-Tulp4 | CT--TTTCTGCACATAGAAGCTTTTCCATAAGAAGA-----CATTCT-----          |
|                  | **       ***** ** ** *   * **   **       *****       *****    |
| human_circ-Tulp4 | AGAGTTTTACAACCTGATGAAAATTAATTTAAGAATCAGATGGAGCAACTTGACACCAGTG |
| mouse_circ-Tulp4 | -GAATTTTGCAACTGATGAAGA-----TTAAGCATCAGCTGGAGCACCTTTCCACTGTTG  |
|                  | * * **** ***** *       ***** ***** ***** ** * **   **         |
| mouse_circ-Tulp4 | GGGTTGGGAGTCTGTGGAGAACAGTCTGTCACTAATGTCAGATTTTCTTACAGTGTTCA   |
|                  | ** *   **** * * ***** * *       ***** *       ***** ** * * ** |
| human_circ-Tulp4 | CGGGT-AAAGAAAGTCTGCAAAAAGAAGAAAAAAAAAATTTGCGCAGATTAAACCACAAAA |
| mouse_circ-Tulp4 | TAAACAAAAGCCAGTTTGCA-----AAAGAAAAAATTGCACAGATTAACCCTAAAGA     |
|                  | ***   **   ***           *** ***** ** * ***** ** * ** *       |
| human_circ-Tulp4 | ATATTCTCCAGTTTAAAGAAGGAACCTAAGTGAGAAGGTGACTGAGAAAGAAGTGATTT   |
| mouse_circ-Tulp4 | ATA-GCTCCAGTGTAAGCAGGGGCAGACC-----                            |
|                  | ***       ***** ***** ***   *   *                             |
| human_circ-Tulp4 | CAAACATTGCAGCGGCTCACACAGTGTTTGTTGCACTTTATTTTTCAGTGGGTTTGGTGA  |
| mouse_circ-Tulp4 | -----                                                         |
| human_circ-Tulp4 | TTTGGACGGATTAAAAATTCTAGACTGAAA---AGTAACTCCTACTGTGGTTATGGCTAGA |
| mouse_circ-Tulp4 | -----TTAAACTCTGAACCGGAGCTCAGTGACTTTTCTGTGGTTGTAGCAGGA         |
|                  | ***** **   ** * *       *** **   * ***** * ** *               |
| human_circ-Tulp4 | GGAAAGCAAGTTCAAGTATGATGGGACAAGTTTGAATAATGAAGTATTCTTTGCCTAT    |

|                  |                                                                |                                                 |
|------------------|----------------------------------------------------------------|-------------------------------------------------|
| mouse_circ-Tulp4 | TGAGGGGACTGATCTGA--AAGGAACAGATTCCTTTG--TGT                     | *-----* *** ***** * *** ** **** * * * *         |
| human_circ-Tulp4 | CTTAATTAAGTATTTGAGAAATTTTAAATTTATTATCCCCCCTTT-TTTCCTGCATC      |                                                 |
| mouse_circ-Tulp4 | CTT-----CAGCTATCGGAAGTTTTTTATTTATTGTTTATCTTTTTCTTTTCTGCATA     | *** * * * * ***** ** * *** *** *****            |
| human_circ-Tulp4 | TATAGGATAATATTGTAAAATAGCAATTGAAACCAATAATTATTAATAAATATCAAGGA    |                                                 |
| mouse_circ-Tulp4 | TAT---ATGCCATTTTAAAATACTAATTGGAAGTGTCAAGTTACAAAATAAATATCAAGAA  | *** ** *** ***** ***** ** * *** ***** * *       |
| human_circ-Tulp4 | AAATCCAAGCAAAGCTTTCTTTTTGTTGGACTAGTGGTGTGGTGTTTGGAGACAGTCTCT   |                                                 |
| mouse_circ-Tulp4 | AAGCC-----TTTTTTGGTCCAAAGGTGTG-----AACAGGCT-T                  | ** * *** ***** * * ***** **** ** *              |
| human_circ-Tulp4 | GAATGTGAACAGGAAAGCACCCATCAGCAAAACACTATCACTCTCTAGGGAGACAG----   |                                                 |
| mouse_circ-Tulp4 | GCAGGTGAACAGGAAGACATCT-TTGGTAAAGC-TTGGACCGGTCTTGGGAGATGGTGCA   | * * ***** ** * * * *** * * * *** ***** *        |
| human_circ-Tulp4 | --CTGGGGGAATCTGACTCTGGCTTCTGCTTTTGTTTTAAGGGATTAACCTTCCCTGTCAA  |                                                 |
| mouse_circ-Tulp4 | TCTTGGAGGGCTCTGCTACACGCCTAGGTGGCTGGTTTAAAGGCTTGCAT-----        | *** ** *** * ** * * ** ***** ** ** *            |
| human_circ-Tulp4 | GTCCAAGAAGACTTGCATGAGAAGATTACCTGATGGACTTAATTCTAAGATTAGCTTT     |                                                 |
| mouse_circ-Tulp4 | -----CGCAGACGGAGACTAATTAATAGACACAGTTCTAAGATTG--CTT             | ** * * *** ** * ** *** * ***** *                |
| human_circ-Tulp4 | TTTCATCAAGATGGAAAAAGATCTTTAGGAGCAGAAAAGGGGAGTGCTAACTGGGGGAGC   |                                                 |
| mouse_circ-Tulp4 | TTTCATTAACATAGAAA-----CTA-----                                 | ***** ** ** *** **                              |
| human_circ-Tulp4 | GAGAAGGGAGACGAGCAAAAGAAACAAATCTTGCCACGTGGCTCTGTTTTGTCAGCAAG    |                                                 |
| mouse_circ-Tulp4 | GAGAAAGG-----AGAAACAGAAGCCTGCAGCCTAG-TCTG---TGTAAGCAAG         | ***** ** ***** ** * *** * * * **** *** *****    |
| human_circ-Tulp4 | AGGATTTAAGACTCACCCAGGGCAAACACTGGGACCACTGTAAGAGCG-----          |                                                 |
| mouse_circ-Tulp4 | AAG---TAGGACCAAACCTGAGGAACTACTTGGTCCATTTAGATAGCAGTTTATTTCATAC  | * * ** *** * * ** ** *** ** *** * * ***         |
| human_circ-Tulp4 | -----CTGGAACATTCTGCCT---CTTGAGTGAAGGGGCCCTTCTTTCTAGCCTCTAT     |                                                 |
| mouse_circ-Tulp4 | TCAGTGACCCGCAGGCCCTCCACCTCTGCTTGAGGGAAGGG---CTTTGCTCCAGTCTCTGT | * * * ** *** ***** ***** *** ** ** *** *        |
| human_circ-Tulp4 | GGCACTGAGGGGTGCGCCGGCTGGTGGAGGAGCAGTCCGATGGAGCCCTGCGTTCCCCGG   |                                                 |
| mouse_circ-Tulp4 | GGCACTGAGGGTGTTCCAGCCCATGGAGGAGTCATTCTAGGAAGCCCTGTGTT-CCTAG    | ***** * ** ** ***** * * * * ***** *** ** *      |
| human_circ-Tulp4 | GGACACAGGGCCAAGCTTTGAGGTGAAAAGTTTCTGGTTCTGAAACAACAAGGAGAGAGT   |                                                 |
| mouse_circ-Tulp4 | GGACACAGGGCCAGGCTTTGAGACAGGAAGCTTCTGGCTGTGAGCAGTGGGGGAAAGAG-   | ***** ***** * *** ***** * *** *** ****          |
| human_circ-Tulp4 | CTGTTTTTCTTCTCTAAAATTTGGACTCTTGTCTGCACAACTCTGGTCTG-TTTTGCACG   |                                                 |
| mouse_circ-Tulp4 | -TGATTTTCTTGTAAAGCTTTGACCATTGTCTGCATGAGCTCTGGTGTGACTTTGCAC-    | ** ***** *** ** *** ***** * ***** ** *****      |
| human_circ-Tulp4 | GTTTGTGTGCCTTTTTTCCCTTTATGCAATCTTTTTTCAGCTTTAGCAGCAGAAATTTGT   |                                                 |
| mouse_circ-Tulp4 | GTTAGTGTGCC----TTTCCCCTTATGCAACCTTTCCAGCTT--ACAGCAGAAACTTGC    | *** ***** ***** ***** ***** ***** ***** *       |
| human_circ-Tulp4 | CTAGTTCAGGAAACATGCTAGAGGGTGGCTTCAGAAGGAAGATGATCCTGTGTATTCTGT   |                                                 |
| mouse_circ-Tulp4 | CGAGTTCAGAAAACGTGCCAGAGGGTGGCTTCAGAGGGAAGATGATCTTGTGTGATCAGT   | * ***** **** *** ***** ***** ***** ***** ** **  |
| human_circ-Tulp4 | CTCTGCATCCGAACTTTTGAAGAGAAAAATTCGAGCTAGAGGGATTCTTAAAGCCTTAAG   |                                                 |
| mouse_circ-Tulp4 | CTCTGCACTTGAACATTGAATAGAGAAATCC-AGCTAGAGGAATCTTACCGCCTTAAG     | ***** ***** ***** *** ***** * ***** ***** ***** |
| human_circ-Tulp4 | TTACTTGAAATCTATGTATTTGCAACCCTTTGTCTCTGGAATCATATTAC--ACTAAACT   |                                                 |
| mouse_circ-Tulp4 | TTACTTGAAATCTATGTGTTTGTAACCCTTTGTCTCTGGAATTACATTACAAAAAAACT    |                                                 |

|                                      |                                                                                                                                                 |
|--------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------|
|                                      | *****<br>*****                                                                                                                                  |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | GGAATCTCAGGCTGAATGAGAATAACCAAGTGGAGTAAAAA-GAAGAAAACCGTTTCTTG<br>GGAATCTCAGGC-----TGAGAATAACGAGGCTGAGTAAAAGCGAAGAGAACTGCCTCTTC<br>*****<br>***** |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | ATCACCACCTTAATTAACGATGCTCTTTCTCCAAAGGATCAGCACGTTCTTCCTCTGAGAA<br>ATCATCACTT-ACTAACA--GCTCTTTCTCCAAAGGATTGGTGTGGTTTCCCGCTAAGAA<br>****<br>*****  |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | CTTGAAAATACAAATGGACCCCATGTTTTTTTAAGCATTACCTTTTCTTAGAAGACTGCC<br>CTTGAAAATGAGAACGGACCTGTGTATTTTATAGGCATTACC-TTTCTTCGCCGACTGA-<br>*****<br>*****  |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | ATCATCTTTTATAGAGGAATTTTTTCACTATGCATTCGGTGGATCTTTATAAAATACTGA<br>--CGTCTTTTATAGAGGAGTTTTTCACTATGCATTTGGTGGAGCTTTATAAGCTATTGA<br>*<br>*****       |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | CCTTCTAATTAGATTC-AGGTCAGTCTTAATTAAGGGGGAAA-----AAAGCAACGCAAG<br>C---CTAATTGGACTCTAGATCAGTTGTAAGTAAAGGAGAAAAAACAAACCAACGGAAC<br>*<br>*****       |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | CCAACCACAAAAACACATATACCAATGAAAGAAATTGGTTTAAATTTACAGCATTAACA<br>CCAACCACAAAA-----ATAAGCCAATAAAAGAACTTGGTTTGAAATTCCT-----CA<br>*****<br>*****     |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | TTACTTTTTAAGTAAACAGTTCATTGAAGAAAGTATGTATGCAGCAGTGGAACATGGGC<br>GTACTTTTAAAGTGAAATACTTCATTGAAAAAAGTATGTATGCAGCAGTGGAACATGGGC<br>*****<br>*****   |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | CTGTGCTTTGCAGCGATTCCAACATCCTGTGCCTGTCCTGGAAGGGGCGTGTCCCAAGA<br>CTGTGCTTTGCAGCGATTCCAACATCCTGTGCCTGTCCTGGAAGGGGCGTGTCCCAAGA<br>*****<br>*****    |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | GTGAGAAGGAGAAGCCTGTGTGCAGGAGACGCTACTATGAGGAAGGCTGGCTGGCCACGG<br>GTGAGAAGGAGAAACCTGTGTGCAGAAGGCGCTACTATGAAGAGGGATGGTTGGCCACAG<br>*****<br>*****  |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | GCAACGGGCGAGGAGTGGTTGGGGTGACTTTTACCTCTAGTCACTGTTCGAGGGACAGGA<br>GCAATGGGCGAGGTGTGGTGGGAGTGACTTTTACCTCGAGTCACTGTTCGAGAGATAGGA<br>****<br>*****   |
| human_circ-Tulp4<br>mouse_circ-Tulp4 | GTA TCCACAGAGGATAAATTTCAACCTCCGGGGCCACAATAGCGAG<br>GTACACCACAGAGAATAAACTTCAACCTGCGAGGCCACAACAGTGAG<br>****<br>*****                             |

How the deposited data were processed for this re-analysis (not part of the article)

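Gene expression was measured by RNA-seq in islets of 3 db/db mice and 3 db/m mice. The authors removed adaptor sequences, N bases and low-quality reads, mapped the clean reads to mm10 with TopHat, and deposited raw counts of reads per gene symbol, with 1 column per mouse and no normalization. The paper's text does not name the program that counted the reads, the gene annotation, or whether the strand was used. Its statistics section gives a P value under 0.05 for the whole paper, and its text does not name whether this was adjusted for differentially expressed mRNAs. All columns were matched to a mouse by the labels of the samples. Counts of circRNAs, the qRT-PCR data and the data from Min6 cells and mice on a high-fat diet were not analysed here.

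Library totals lay between 15641797 and 20614531 counts. Clopper-Pearson intervals (95%) were computed for shares of counts in single libraries, and a floor of 3 counts was used for genes without reads; both cover counting error alone. A fold change against a group at or under the floor is given as a lower bound.

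The counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with its defaults, TMM factors, quasi-likelihood F-test), with Benjamini-Hochberg adjustment over 12760 genes and a threshold of 0.05. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of F. Lists of genes were compared with the genes at an unadjusted p under 0.05 by one-sided Fisher's exact tests against the other tested genes, and over all tested genes by camera (limma 3.58.1, inter-gene correlation 0.01). The family for both was the 18 lists written before the data were examined. A first run of these list tests had left out 3 of those lists and included a heat shock list added later; the tests were rerun with the planned family, and the heat shock list was tested apart. Reactome pathways with 10 to 500 tested genes were taken from fgsea 1.28.0; 96.7% of the tested genes had a gene identifier for this. Single values per mouse were compared by two-sided exact permutation tests, whose smallest p for 3 mice against 3 is 0.1. For Soat1, alternatives were compared by the unadjusted p, since the paper gives a P value under 0.05 for it without naming an adjustment; this criterion was set after its p had been seen, and the adjusted p is given as well.

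Genes named in the text were chosen by a rule set before the data were examined: genes the paper names, the host genes of the 14 circRNAs, members of the cholesterol lists with an unadjusted p under 0.05, and, among genes with an adjusted p under 0.05, a mean of 1 CPM or more and groups that do not overlap, the 5 higher and the 5 lower genes with the smallest p. Genes outside this rule are said to be chosen after their values were seen. The results of some single genes are left out of the text. Gene positions, sequences and stretches of 50 bases shared between genes were taken from the GRCm38 reference with Python 3.11.15; figures were drawn with matplotlib 3.10.9.

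Alternatives set before the data were examined were DESeq2 1.42.0, library size alone, upper-quartile factors, no filter on low counts, at least 10 counts in at least 3 mice, leaving out genes with at least 1% of a library, the replicate number as a block, the acinar marker score as a covariate (mean log2(CPM + 1)), an estimated inter-gene correlation for camera, other thresholds for the list tests, and leaving out each mouse in turn. A score of non-β endocrine genes as a covariate, and offsets for GC content and transcript length, were chosen after seeing the data. GC content was known for 96.1% of the tested genes. With the offsets the correlation with transcript length lay between -0.0202 and 0.020 in the 6 libraries, while the correlation with GC became smaller in size in 5 libraries and larger in db/m replicate 2. The correlation with GC content across genes changed from -0.16 to -0.089 in db/db replicate 1, from 0.145 to -0.0034 in db/db replicate 2 and from 0.068 to -0.039 in db/db replicate 3. It changed from 0.153 to 0.068 in db/m replicate 1, from -0.010 to 0.057 in db/m replicate 2 and from -0.202 to 0.0046 in db/m replicate 3. Counts of replicates of the same group differed by more than counting noise (chi-square per degree of freedom from 29.4 to 179).

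The pipeline was tested on simulated data with 200 changed genes (log2 fold change of 3 in size). edgeR recovered 198 of them among 210 calls, of which 12 were false (5.71%). DESeq2 recovered 198 among 234 calls, of which 36 were false (15.4%). The changed genes were drawn from genes above a minimum mean level, and no difference in tissue composition was simulated. The recovery therefore does not describe smaller changes, such as that of Soat1, or genes at a low level, such as Tulp4. With no gene changed, edgeR called 0 of 12375 genes and camera 0 of 19 lists; these simulated genes were independent of each other, unlike the genes of a list.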

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

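These results are differences between db/db and db/m islets in gene lists and genes outside those the paper discusses, apart from members of the β-cell list that it names, such as Ins1 and Ins2. The tests on paralogs and on reads moved between them, on the acinar score for trypsinogen genes and on Naip6 were chosen after the result was seen.

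Immediate-early genes were lower in db/db islets (median log2 fold change -2.33, with 22 of 23 tested genes lower). Of the 17 genes at an unadjusted p under 0.05, 17 kept that call with the score of non-β endocrine genes as a covariate, 16 with the acinar marker score, 17 with GC and length offsets, and 17 without db/m replicate 1. The median of the list was -2.31, -2.08, -2.32 and -2.32 in these settings. The endocrine score and the offsets hardly moved the median, although both changed results elsewhere. The endocrine score raised the number of genes with an adjusted p under 0.05 from 79 to 368. With the offsets, 69 of the 79 genes kept that call. For the genes of this list, these values argue against transcript length and the share of non-β endocrine RNA as the cause. The offsets left part of the GC trend, so GC content was not excluded. The 14 tested genes of a heat shock list, which tissue handling or digestion can induce, were lower as well (median log2 fold change -0.84, unadjusted p = 1.9e-04 from limma's camera test), with 7 genes lower at an unadjusted p under 0.05 and 0 higher. With the correlation between genes estimated from the data, the p of the heat shock list was 0.280. A difference in handling or digestion of the islets may therefore account for the immediate-early genes, and the pattern cannot be told apart from it.

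β-cell genes were lower in db/db islets (median log2 fold change -2.35, with 19 of 19 tested genes lower), and acinar genes (0.70) and stromal genes (0.96) were higher. Acinar genes took most of the reads of every library. The β-cell genes stayed lower by camera with the acinar marker score (adjusted p = 2.0e-08) and with the non-β endocrine score (adjusted p = 1.6e-15) as a covariate. A change in the share of β-cell RNA alone would move β-cell genes by similar amounts, and the log2 fold changes of Ins1 (-2.88) and Ins2 (-1.23) were unequal, although that of Ins2 was 0.16 with the acinar score. The part of a change in share in these differences was not estimated, and no biological explanation was tested for these 3 lists. By camera with the estimated correlation, the p was 0.089 for β-cell genes, 0.245 for acinar genes, 0.242 for stromal genes and 0.045 for immediate-early genes, and 0 of the 18 lists passed an adjusted p of 0.05 (for unadjusted p, immediate-early genes alone did). The estimated correlation was 0.512 for immediate-early genes, 0.698 for β-cell genes, 0.839 for acinar genes and 0.498 for stromal genes, against the default of 0.01. The number of lists past the threshold in the camera test was not specific to the groups: 4 of the 4 splits of the 6 mice that part all same-numbered pairs, and 7 of all 10 splits, gave at least the 4 lists of the real groups. The other 6 splits part 1 same-numbered pair.

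Trypsinogen genes of the chromosome 6 cluster were higher in db/db islets, with log2 fold changes of 7.57 for Gm10334, 6.04 for Gm5771 and 4.15 for Gm2663. Of 12 tested genes of the cluster, 6 had an adjusted p under 0.05. All 6 kept an unadjusted p under 0.05 with a score of the other acinar genes as a covariate, so the acinar share alone does not account for them. The called genes share at least 54.9% of their 50-base stretches with other genes of the cluster. This share is the same for both groups and explains no difference between them by itself. If reads had moved to these genes from others of the cluster, some of those would be lower, and 0 of the 12 were lower in db/db islets with TMM normalization (0 at an unadjusted p under 0.05). The 6 genes took a mean of 5.66% of the reads of the cluster in db/db mice and 0.600% in db/m mice, so that a loss of this size from the others might not be seen. Reads moved between these genes were therefore not excluded, and a strain difference in the cluster was not tested.

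Naip6 was counted in db/db islets alone, at least 26.4-fold higher, in 3 of 3 db/db mice. It shares 21.5% of its 50-base stretches with other Naip genes, a share that is the same for both groups and explains no difference between them by itself. Of 2 other tested Naip genes, 0 were lower in db/db islets at an unadjusted p under 0.05; other Naip genes had too few reads to test, so that reads moved between Naip genes were not excluded. The adjusted p of Naip6 lay between 3.0e-10 and 0.0784 over the alternatives. Abcg8 was higher in 3 of 3 db/db mice (log2 fold change 2.83). No technical explanation was tested for Abcg8 beyond the alternatives, in which its log2 fold change lay between 2.28 and 3.15 and its adjusted p between 1.4e-10 and 0.112. The adjusted p was above 0.05 with library size alone (0.112) and without db/db replicate 2 (0.0619).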

How the results depend on the processing

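The alternatives named in the processing summary were set before the data were examined, except the score of non-β endocrine genes and the GC and length offsets, which were chosen after seeing the data. Alternatives planned for normalized values and for circRNA counts did not apply to the raw gene counts and were not run. The cause of a change below was not tested unless a value is given for it.

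The number of genes with an adjusted p under 0.05 was 79, and depended on the processing. It was 680 with DESeq2, 21 with library size alone, 52 with upper-quartile factors, 888 with no filter on low counts, 16 with the replicate number as a block and 368 with the non-β endocrine score, and from 10 to 333 across the 6 fits that each left out one mouse. The counts with a fold change of at least 1.5 were the same numbers. It was 78 with at least 10 counts in at least 3 mice, 68 without the genes taking at least 1% of a library, 53 with the acinar score and 79 with GC and length offsets. Of the 79 genes, 36 were called with the acinar score, 69 with the offsets and 16 with the block. The share of higher genes was 21.5%, and 39.6% with the acinar score. At an unadjusted p under 0.05 the count of 1905 became 2905 with no filter and 1128 with the block, and lay between 1404 and 2703 with each mouse left out. Library size alone moved the median of all genes to -0.59 on the log2 scale and the share of higher genes at an unadjusted p from 33.8% to 2.5%. Of the 4 splits of the mice that part all same-numbered pairs, 1, the real one, gave as many genes with an adjusted p under 0.05, with or without the fold change, or with an unadjusted p under 0.05; among all 10 splits it was also 1. The other splits gave 0 genes at an adjusted p under 0.05 and from 102 to 1430 at an unadjusted p. With 10 splits this share cannot fall under 0.1.

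Soat1 was lower in db/db islets in the 16 alternatives (log2 fold change from -1.71 to -0.68). Its unadjusted p stayed under 0.05 except with the acinar score, where the log2 fold change was -0.68 (unadjusted p = 0.101 from edgeR); without each mouse it was from -1.18 to -0.74. Its adjusted p stayed above 0.05 in these settings (0.0809 to 0.557).

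The exact test of the cholesterol esterification list (p = 0.0262) gave 0.0514 with library size alone, 0.0957 with the acinar score, and from 0.00648 to 0.0935 with each mouse left out. With an adjusted p under 0.05 in place of the unadjusted one, 0 of 5 genes were called and p was 1 (at the unadjusted p, 3 of 5). The exact test of the efflux and absorption list (p = 0.0458) gave 0.0509 with upper-quartile factors, 0.0526 with GC and length offsets, 0.130 with a fold change of at least 1.5, 0.00181 (7 of 16 genes) with no filter, 0.00328 (2 of 14) with an adjusted p under 0.05 in place of the unadjusted one, and from 0.0022 to 0.114 with each mouse left out. For the esterification list 1 of the 4 splits gave as small a p, and 1 of all 10; for the efflux list 1 of the 4, and 2 of all 10. Host and paper-named genes past the threshold over their list (3) became 0 with library size alone (with TMM normalization, 5 had an unadjusted p under 0.05), 6 with no filter and 1 with the block, and from 1 to 5 with each mouse left out; 1 of the 4 splits and 1 of all 10 gave as many. Lists past the threshold by camera (4) became 0 with the estimated correlation, 8 with the acinar score and 7 with GC and length offsets, and from 3 to 8 with each mouse left out. Reactome pathways (50) became 0 with the estimated correlation, where 174 had an unadjusted p under 0.05 at the default correlation. Of the 4 splits 4 gave at least 50 pathways, and 6 of all 10, so this number is not specific to the groups. The acinar score difference kept its direction (0.32 to 1.15).

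Among the genes reported here, single genes changed direction as follows (log2 fold changes), all of them at an adjusted p above 0.05. With library size alone, where the shift of the median of all genes to -0.59 applies to each value: Tulp4 -0.17, Hipk3 -0.51, Foxo3 -0.39, Arhgap12 -0.23, Bckdhb -0.27, Snd1 -0.20, Trappc9 -0.25, Zfyve9 -0.33 and Nr1h2 -0.034. With the acinar score: Ccnd1 0.011, Ins2 0.16, Mki67 1.27, Scd2 0.29, Hipk3 -0.40, Foxo3 -0.11, Bckdhb -0.15, Trappc9 -0.34 and Zfyve9 -0.069. With the non-β endocrine score: Mki67 0.0067, Scd2 0.028 and Hipk3 -0.038. With GC and length offsets: Scd2 0.11, Shprh 0.18, Fbxw7 0.10, Cep350 0.20 and Rev1 0.036. With the block: Lepr -0.12. With upper-quartile factors: Fbxw7 0.0085. With each mouse left out, Mki67 lay from -1.06 to 0.65, Lepr from -1.20 to 1.25, Scd2 from -0.43 to 0.23, Actb from -0.40 to 0.085, Hipk3 from -0.12 to 0.24, Foxo3 from -0.055 to 0.52, Fbxw7 from -0.15 to 0.16, Cep350 from -0.35 to 0.040, Rev1 from -0.17 to 0.11 and Trappc9 from -0.039 to 0.61. Other single genes that crossed the threshold in the same direction were 4 stronger with DESeq2, 4 stronger with no filter, 3 stronger with the non-β endocrine score, 3 weaker with library size alone, 3 weaker with the block, 2 weaker with the acinar score and 1 weaker with upper-quartile factors; without single mice, up to 5 were weaker and 1 was stronger. Among them, the adjusted p of Scd1 and Abcg5 rose to 0.171 and 0.223.

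Tulp4, with 44 to 63 reads per mouse, and Soat1, with 55 to 290, were counted at low depth. Whether this depth limits the precision of their fold changes was not tested.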

Differences from the paper's values

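The paper shows about 57% of the differentially expressed mRNAs as higher in db/db islets (Fig. 1D, read by eye). The reading is uncertain, and the colours of single db/db columns of the same panel gave a lower reading of about 46% (Fig. 1D). Of the genes with an adjusted p under 0.05, 21.5% were higher. Of the alternatives set before the data were examined, the acinar score as a covariate (39.6%) and leaving out db/db replicate 1 (41.2%) came within 1.5 times of the paper's share, and the others did not. At an unadjusted p under 0.05, 33.8% were higher. Here upper-quartile factors (40.3%), the acinar score (42.2%), leaving out db/m replicate 1 (42.7%) and leaving out db/m replicate 3 (41.1%) came within 1.5 times of the paper's share, and so did the non-β endocrine score (41.5%), which was chosen after seeing the values; the other alternatives did not. These statements hold for the higher reading. Against the lower one, the share at an adjusted p still differed, and leaving out db/db replicate 3 (33.3%) and leaving out db/m replicate 2 (33.3%) also came within 1.5 times of it. The share at an unadjusted p of 33.8% came within 1.5 times of the lower reading, as it did under the alternatives except library size alone (2.5%), the replicate block (26.7%), leaving out db/db replicate 2 (30.3%) and leaving out db/db replicate 3 (26.5%). The paper's text does not name whether its threshold for mRNAs was adjusted.

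The paper ranks gene sets for cholesterol esterification first among the dysregulated sets. In the exact tests the cholesterol esterification list was in place 3 of 18 (p = 0.0262, adjusted p = 0.157), behind β-cell and immediate-early genes, and in the camera test in place 13 of 18 (p = 0.509). None of the settings run put it first: its places in the exact tests lay between 3 and 9, and in the camera tests between 7 and 16. These lists are not the GO terms of the paper. The smallest p of its exact test was 7.9e-05, with no filter on low counts, where it was also in place 3; the adjusted p over the lists was computed for the default setting alone.

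The paper stained for insulin to check that the RNA-seq islets held no acinar cells, and reports that most isolated cells were positive. Acinar genes took between 57.04% and 82.5% of the reads of each library. A share of reads does not give a share of cells, and the share of acinar cells was not measured here.

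The paper reports a lower Soat1 level at its threshold. Soat1 was lower here as well, and its unadjusted p of 0.0085 from edgeR was under 0.05. The adjusted p was 0.164, and no setting gave an adjusted p under 0.05. The difference thus holds only if the paper's threshold was adjusted, which its text does not name. The paper also reports lower Soat1 by qRT-PCR in islets of db/db mice and of mice on a high-fat diet, which was not analysed here.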

Other observations

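The tests of the ratio of Ins1 to Ins2 and of local clusters were chosen after the result was seen.

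Soat1 was lower in db/db islets. If the acinar share of the reads were the cause, its log2 fold change would move toward 0 with the acinar score as a covariate. It moved from -1.01 to -0.68, and the unadjusted p from edgeR moved from 0.0085 to 0.101. The share may therefore account for part of the difference, and at this p the whole of it was not excluded. With the non-β endocrine score the log2 fold change of Soat1 was -0.90, and with GC and length offsets -0.76. The covariate and the groups overlap, with the acinar share higher in 3 of 3 db/db mice, so 6 mice do not part them, and a lower level of Soat1 within β cells was not shown or excluded.

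Sterol synthesis genes tended to be lower in db/db islets, with 14 of 20 tested genes lower, 5 of them at an unadjusted p under 0.05 (camera adjusted p = 0.0732, median log2 fold change -0.20). With the non-β endocrine score, which left the median nearly unmoved at -0.19, 5 of the 5 kept that call, and with the acinar score (median -0.12) 2 of the 5, which is consistent with a part of the acinar share in this pattern.

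The ratio of Ins1 to Ins2 reads was 0.136, 0.129 and 0.143 in db/db mice and 0.444, 0.396 and 0.388 in db/m mice (two-sided exact permutation test, p = 0.1, the smallest possible). The share of insulin reads differed 6.19-fold within the db/m mice, while the ratio there differed by 0.0557, against a gap of 0.245 between the groups. Ins1 shares 0.691% of its 50-base stretches with Ins2. Neither explanation accounts for the difference, but handling of the islets and the strain were not tested, and a change in β cells is a hypothesis.

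Genes chosen after their values were seen include Aldh1a3, with a log2 fold change of 5.67 (adjusted p = 0.0157), and Cck, at least 29.6-fold higher in db/db islets, with 0 counts in each db/m mouse. Mafa had a log2 fold change of -5.70 (adjusted p = 0.0489) and Slc2a2 of -4.33 (adjusted p = 0.0315). Ccnd1 had a log2 fold change of -0.94 (adjusted p = 0.354), which became 0.01 with the acinar score.

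Within 20 Mb of Lepr, 2 of 185 genes with a position had an adjusted p under 0.05, against 75 of 12181 elsewhere (one-sided Fisher's exact test, p = 0.321), so no excess near Lepr was seen. Of the 77 genes past the threshold with a position, 19 had another within 500 kb that changed the same way, against a mean of 3.6 in 10000 random draws (one-sided permutation test, p = 1e-04, the smallest they can give). The trypsinogen cluster accounts for 6 of the 79 genes. Whether a strain difference at these loci contributes was not tested.

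The exon of circ-Tulp4 holds 1 match to the 6-base seed of miR-7222-3p, at base 1755, with its ends joined. Shuffles of the exon that keep its dinucleotides held a mean of 0.599 such matches, and a share of 0.451 held at least as many, so that a 6-base match could arise from base composition. The 3′ UTR of Soat1 (2951 bases) holds 2 such matches. Matches to 7 bases of the seed numbered 1 in the exon and 1 in the 3′ UTR. The 7-base match of the exon, which holds its 6-base match, was not compared with shuffles. Sites other than these 6-base and 7-base matches were not counted. The paper predicted more sites with miRanda and RNAhybrid and reports binding in luciferase assays, which these counts do not test.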
